# Temporal transcriptomics suggest that twin-peaking genes reset the clock

**DOI:** 10.7554/eLife.10518

**Published:** 2015-11-02

**Authors:** William G Pembroke, Arran Babbs, Kay E Davies, Chris P Ponting, Peter L Oliver

**Keywords:** circadian rhythm, transcriptomic, non-coding RNA, Mouse

## Abstract

The mammalian suprachiasmatic nucleus (SCN) drives daily rhythmic behavior and physiology, yet a detailed understanding of its coordinated transcriptional programmes is lacking. To reveal the finer details of circadian variation in the mammalian SCN transcriptome we combined laser-capture microdissection (LCM) and RNA-seq over a 24 hr light / dark cycle. We show that 7-times more genes exhibited a classic sinusoidal expression signature than previously observed in the SCN. Another group of 766 genes unexpectedly peaked twice, near both the start and end of the dark phase; this twin-peaking group is significantly enriched for synaptic transmission genes that are crucial for light-induced phase shifting of the circadian clock. 341 intergenic non-coding RNAs, together with novel exons of annotated protein-coding genes, including *Cry1*, also show specific circadian expression variation. Overall, our data provide an important chronobiological resource (www.wgpembroke.com/shiny/SCNseq/) and allow us to propose that transcriptional timing in the SCN is gating clock resetting mechanisms.

**DOI:** http://dx.doi.org/10.7554/eLife.10518.001

## eLife digest

The daily cycles of life in mammals are driven by a small region of the brain called the suprachiasmatic nucleus (or SCN). The SCN receives signals from sunlight and other environmental factors to help coordinate most aspects of daily biological activity and behaviour. To work correctly, it is essential that the SCN switches certain genes on and off at exactly the right time. However, many questions remain over the identity of these genes and how their levels of activity change during a 24-hour period.

When a gene is active (or “being expressed”), it is used as a template to build the molecules of RNA that are needed to make proteins and to help to control how cells work. Pembroke et al. have now sequenced the RNA molecules made in the SCN of mice (which plays the same role as the equivalent human brain region) over a 24-hour period. The mice spent half of each day in the light, and half in the dark. This revealed that the expression levels of over a quarter of all the genes that are found in the SCN fluctuate over a 24-hour period. One particular group of genes peak in activity twice a day; Pembroke et al. suggest that these genes are important for controlling how an animal can adjust its body clock to light.

Further research is now needed to find out which of the newly discovered fluctuating genes play the most important roles in daily activity rhythms, and which might play a part in disease.

**DOI:** http://dx.doi.org/10.7554/eLife.10518.002

## Introduction

The suprachiasmatic nucleus (SCN) of the hypothalamus is the seat of the principal circadian clock in mammals. Entrained by photic information and other external stimuli, this group of neurons maintains 24-hr rhythms of physiology and behaviour by synchronising molecular oscillators in the brain and peripheral tissues (Welsh et al., 2010; Ko and Takahashi, 2006; Maywood et al., 2007). The transcriptional output of the SCN is thus critical for this fundamental biological adaptation to night and day (Panda et al., 2002; Zhang et al., 2014b; Li et al., 2015).

An early microarray study of the SCN identified 650 genes displaying circadian oscillations (Panda et al., 2002). However, this number will have been limited by the number of genes surveyed, the low signal-to-noise ratio of certain genes (e.g. *Per2*), and the use of experimental samples likely to include a large proportion of the surrounding hypothalamic tissue. The study of such heterogeneous samples will result in reduced amplitudes of oscillations for genes that cycle asynchronously in different brain regions (Zhang et al., 2014b). A recent study estimated that over half of all protein-coding genes show circadian oscillations in the mouse, although only 642 could be identified in hypothalamic samples (Zhang et al., 2014b). Furthermore, many circadian transcriptomic surveys of mammalian systems have utilised constant lighting conditions to focus on the endogenous, free-running circadian clock and have not assessed more physiologically relevant light/dark (LD) cycles (Zhang et al., 2014b; Panda et al., 2002; Hughes et al., 2009; Hurley et al., 2014).

To identify circadian processes driven by photic cues, we combined RNA-seq with laser-capture microdissection (LCM) of the SCN to provide a comprehensive and tissue-specific transcriptomic investigation of the master pacemaker. These data reveal many hundreds of novel cycling transcripts and provide evidence that the temporal variation in a specific group of genes plays a role in modulating light-induced phase resetting of the circadian clock.

## Results and discussion

### RNA-seq of high quality SCN samples identifies novel SCN enriched genes

LCM accurately isolated the entire SCN for transcriptional profiling (Figure 1—figure supplement 1A). Pooled dissected tissue from five adult male mice provided one of three replicates for each of six timepoints over a 12:12 LD cycle (ZT2, 6, 10, 14, 18 and 22). 

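The RNA of each of the 18 biological replicates was amplified before library preparation, and each library was sequenced on 3 lanes. The authors deposited the number of reads they counted on each Ensembl gene, without normalization, with the 54 lane samples already combined into 1 column per replicate. Between 15412981 (ZT18 replicate C) and 35820945 (ZT14 replicate A) reads per replicate were counted on genes, with a median of 25075231. The median total was 24551052 at ZT2, 22170674 at ZT6, 21229011 at ZT10, 35176547 at ZT14, 30799507 at ZT18 and 27568758 at ZT22. Replicates of one timepoint differed by more than the sampling noise of the counts, with a chi-square per gene between 33.3 and 149 over the 18 pairs of replicates. The same pairs had a Pearson correlation of log2 levels between 0.935 and 0.990 across genes, which are not independent replicates. Expression is given as CPM (counts scaled to the library total) after edgeR's TMM normalization, as mean ± SD of n = 3 replicates, and the SD is that between pools of mice. edgeR's quasi-likelihood F-test over the 6 timepoints was run on the 18941 genes with at least 1 read in more than 6 replicates. With a Benjamini–Hochberg q under 0.05, 8343 genes (44.0%) changed with time. DESeq2's likelihood ratio test moved this count most among the alternatives, to 10042 genes, which included 8125 of the 8343.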

Sequencing RNA in each replicate generated up to 133 million paired-end reads of which 45–65% were subsequently mapped to the mouse genome allowing for gene expression level estimation.

**Figure 1.**
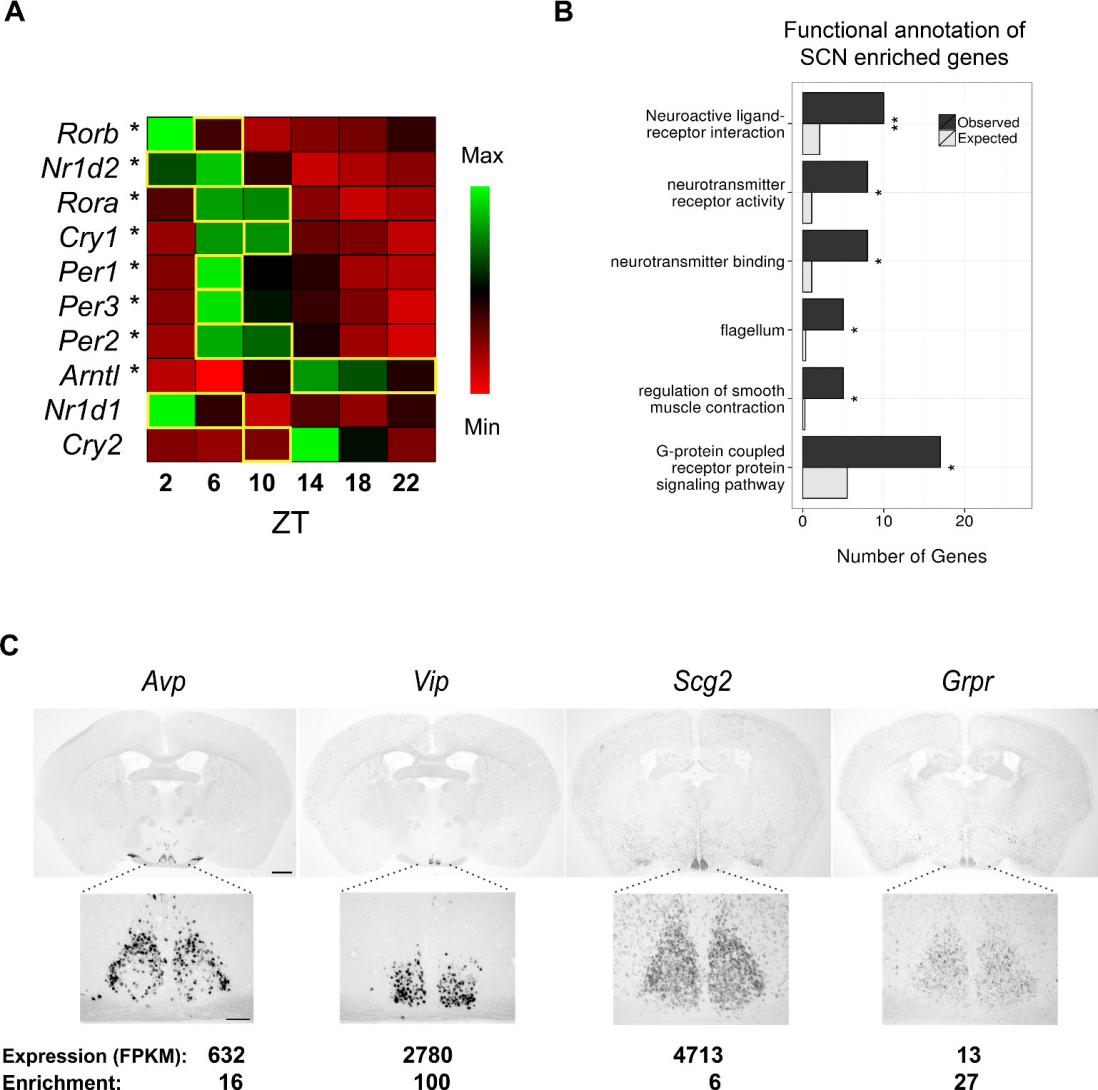
RNA-seq data of laser-capture microdissection (LCM) suprachiasmatic nucleus (SCN) samples recapitulate the cycling of clock gene expression and identify known and novel SCN enriched genes. (**A**) Heatmap showing mean expression of key clock genes in the SCN across circadian time. The majority (8/10) show significant cycling (DESeq2 and JTK Cycle; *q < 0.05) and peak at the expected timepoint denoted by a yellow box (Ko and Takahashi, 2006). (**B**) Statistically significant Gene Ontology (GO) enrichments for SCN enriched genes (q < 0.05). Bars represent the number of genes of a given category expected by chance among SCN enriched genes (grey) versus those observed (black). q-values: *q < 0.05, **q < 0.01, ***q < 0.001. (**C**) In situ hybridisation (ISH) of four SCN enriched genes at ZT6 in the wild-type brain. Scale bar: 0.5 mm (low magnification); 0.2 mm (high magnification). **DOI:** http://dx.doi.org/10.7554/eLife.10518.003

**Figure 1—figure supplement 1.**
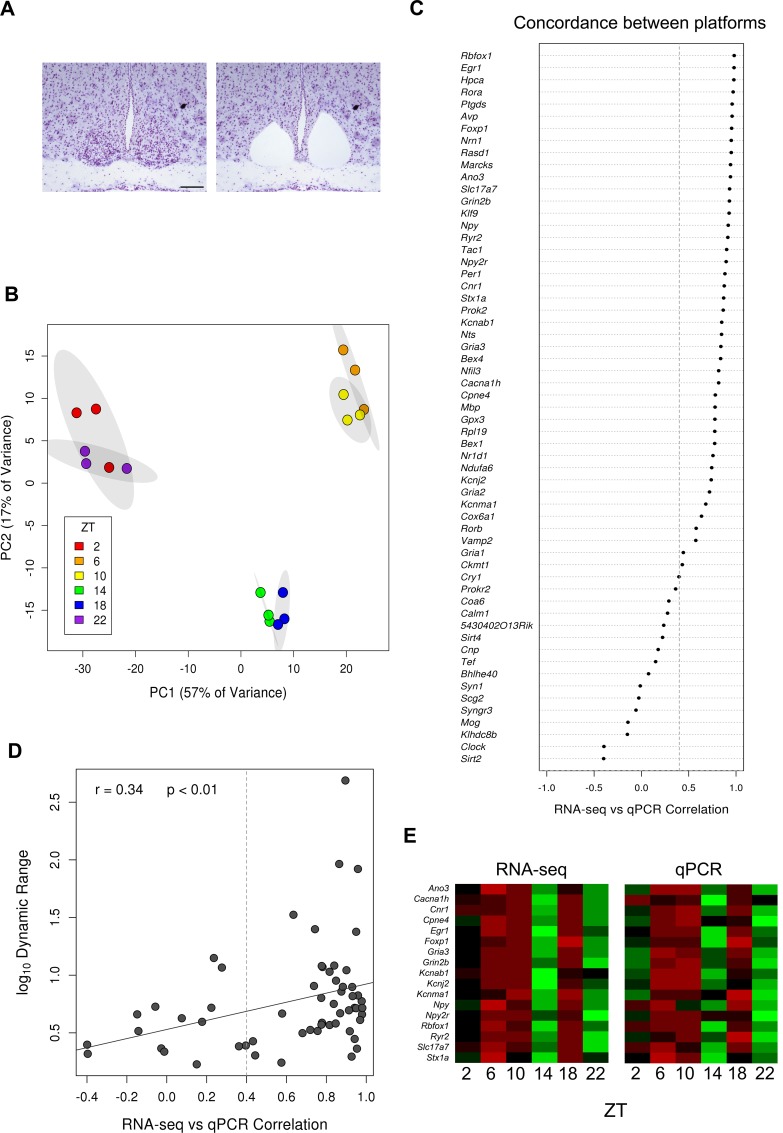
Generation of the SCN transcriptome over 24 hr. (**A**) Representative Nissl-stained brain sections before and after laser-capture microdissection (LCM) of the SCN. Scale bar: 0.5 mm. (**B**) Principal component analysis (PCA) plot showing separation of RNA-seq data according to timepoint and sequencing batch. Ellipses delineate the 95% confidence intervals for each timepoint. (**C**) Dot plot showing the Pearson’s correlation between RNA-seq and quantitative polymerase chain reaction (qPCR) values for all the annotated genes surveyed (excluding those housekeeping genes used to normalise the data); 43/59 genes show a high concordance between methods (r >0.4). (**D**) Scatter plot showing a trend for increased correlation of cycling gene expression measured in the two different platforms for increased dynamic range. Gene expression values with larger dynamic ranges tend to be less susceptible to extrinsic factors such as random noise and batch effects which therefore contribute less. (**E**) Heatmap showing the mean expression levels for 17 twin-peaking genes across circadian time according to (i) RNA-seq or (ii) qPCR from LCM SCN samples. **DOI:** http://dx.doi.org/10.7554/eLife.10518.004

**Figure 1—figure supplement 2.**
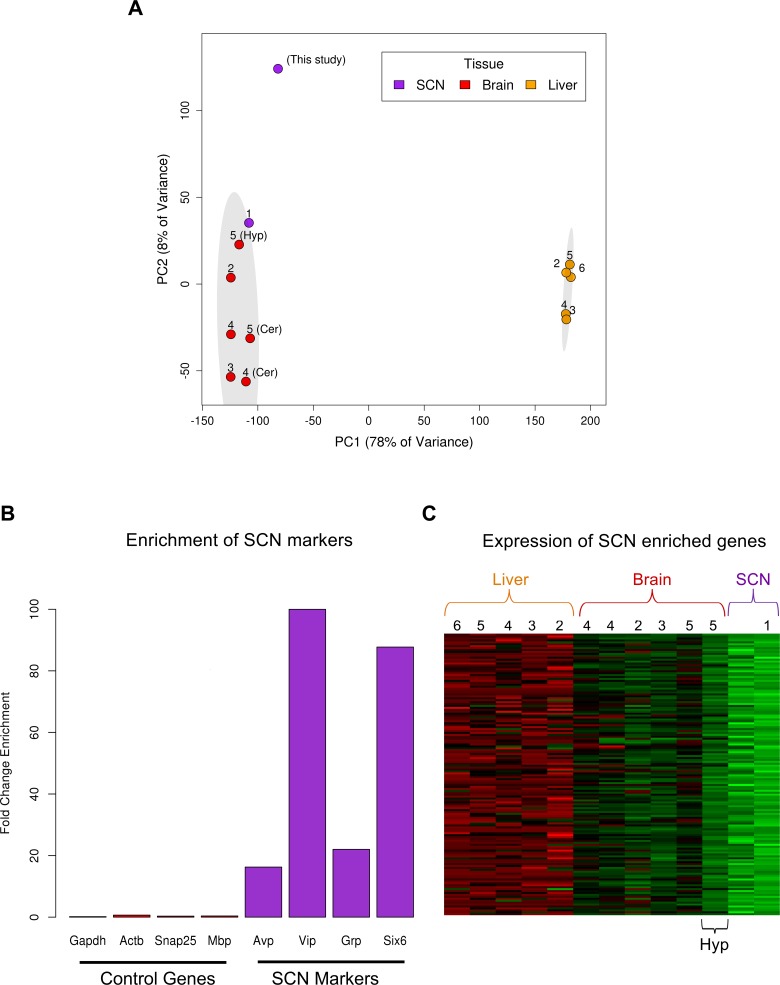
Use of publically available RNA-seq data to identify SCN enriched genes. (**A**) PCA plot showing successful separation of RNA-seq data according to tissue but, importantly, not according to study. Adjacent numbers indicate the study from which data were collected (1, Azzi et al. (2014); 2, Barbosa-Morais et al. (2012); 3, Merkin et al. (2012); 4, Brawand et al. (2011); 5, Zhang et al., (2014b); 6, Menet et al. (2012)). Ellipses delineate the 95% confidence intervals for each tissue. The first principal component (PC1) explains nearly 80% of the expression variance in samples and displays a large separation between liver and brain tissues signifying substantial transcriptomic differences between these disparate tissues. The second principal component (PC2; approximately 10%) in part explains variation among different regions of the brain. Samples from the same tissue (e.g. cerebellum) cluster together more closely than tissue samples from the same study (labelled by number) but different brain region. This indicates that RNA-seq batch effects are small relative to biological variation. Of the non-SCN brain tissues samples, the published ‘hypothalamus’ RNA-seq dataset (Zhang et al., 2014b) shows the greatest similarity to the SCN samples. (**B**) Fold-change (FC) enrichment of SCN marker (purple) and control gene (red) expression in the LCM SCN samples relative to mean brain fragments per kilobase of exon per million (FPKM) levels from other transcriptomic studies in (A). These SCN markers display large FC enrichment compared to general markers of neurons (e.g. *Snap25*), oligodendrocytes (e.g. *Mbp*) and housekeeping genes (e.g. *ActB, Gapdh*). (**C**) Heatmap showing mean expression levels of the 146 SCN enriched genes across all other transcriptomic studies in (A). Numbers indicate study from which data were collected as in (A). These genes show the highest expression in the SCN followed by the hypothalamus, as expected, given the location of the SCN within the hypothalamus. **DOI:** http://dx.doi.org/10.7554/eLife.10518.005

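A PCA of log2 CPM (prior count 2) over the 500 most variable genes placed 42.1% of the variance on PC1, 14.5% on PC2 and 8.07% on PC3. The share of PC1 moved most with DESeq2's variance-stabilizing transformation, to 65.8%, and was 27.9% over all tested genes. In the paper's plot (Figure 1—figure supplement 1B), whose legend names timepoint and sequencing batch, the libraries form 3 clusters, ZT22 with ZT2, ZT6 with ZT10 and ZT14 with ZT18. Differences between these clusters made up 96.9% of the variance of PC1 and 92.6% of that of PC2. The median distance between libraries on PC1 and PC2 was 9.18 within a timepoint (18 pairs), 10.7 between the timepoints of a cluster (27 pairs) and 61.1 between clusters (108 pairs). Among the genes changing with time, a median of 90.3% of the variance of the timepoint means lay between clusters, where unrelated timepoints would give 40%. The timepoints of a cluster are neighbours, so a 24-hr rhythm would also give more than 40%. In the quasi-likelihood tests 10228 genes differed between clusters and 22 differed between timepoints of a cluster (q under 0.05), against 11360 and 2208 at an unadjusted p under 0.05. ZT14 and ZT18 differed at 108 genes (78 higher at ZT14), ZT22 and ZT2 at 6 genes (all lower at ZT22) and ZT6 and ZT10 at 9 genes (4 higher at ZT6), and at an unadjusted p under 0.05 at 2564 genes (1343 higher at ZT14), 680 (379 higher at ZT22) and 2042 (797 higher at ZT6). With DESeq2 the counts at q under 0.05 were 842 (449 higher at ZT14), 42 (12 higher at ZT22) and 244 (77 higher at ZT6). They also rested on single libraries. The count for ZT14 and ZT18 was 0 without ZT14 replicate A, ZT18 replicate B or ZT18 replicate C, with 1899, 2642 and 2112 genes at an unadjusted p under 0.05. It was 1 without ZT14 replicate B, 2 without ZT14 replicate C, 54 without ZT22 replicate C and 225 without ZT6 replicate C. The count for ZT22 and ZT2 fell to 1 without ZT2 replicate B, ZT22 replicate B or ZT22 replicate C and to 2 without ZT22 replicate A, and rose to 17 without ZT18 replicate C. The count for ZT6 and ZT10 was 50 without ZT6 replicate A, 20 without ZT18 replicate C, 2 without ZT6 replicate C, and 4 or 5 without ZT6 replicate B or any single ZT10 replicate. No timepoint had libraries in more than 1 cluster, so timepoint and any sequencing batch that follows the clusters cannot be told apart in the differences between clusters.

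**Figure D1:**
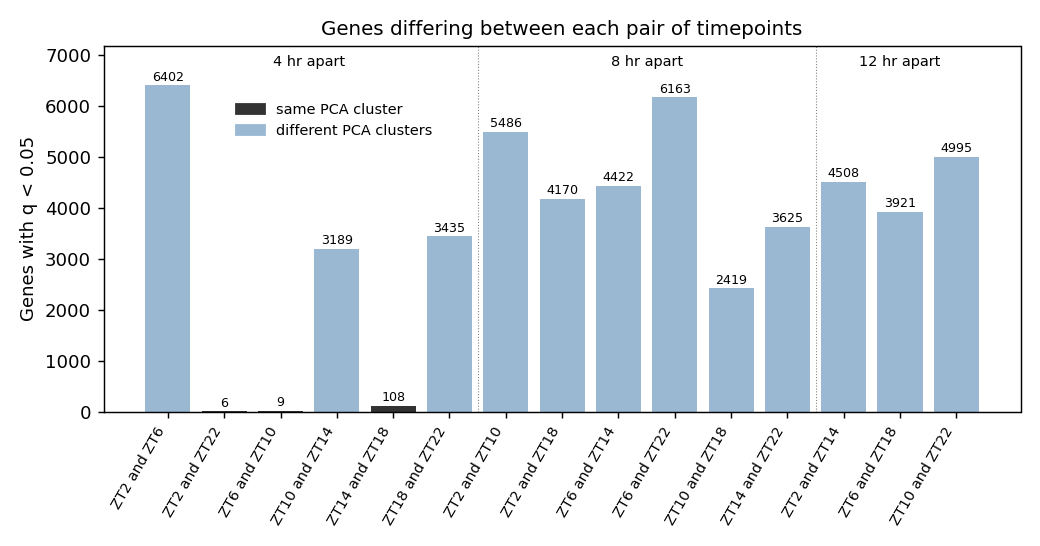
Number of genes that differ between each pair of timepoints (bars, q under 0.05, edgeR's quasi-likelihood test), ordered by the hours between the timepoints. The bars of the 3 pairs inside a PCA cluster stand at 6, 9 and 108 genes, and those of the 12 other pairs between 2419 and 6402.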

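The largest differences between ZT14 and ZT18 were those of *Cdhr1*, with 3.33 ± 1.52 CPM (SD, n = 3) at ZT14 and 0.0214 ± 0.0371 at ZT18 (q = 0.0328), and *Adarb2*, with 10.2 ± 6.64 and 0.331 ± 0.321 CPM (q = 0.0397). In the other direction, *Dmrtb1* rose from 6.34 ± 1.18 CPM at ZT14 to 20.7 ± 4.65 at ZT18, and *Pabpc1l* from 3.65 ± 0.528 to 11.6 ± 4.04. In the 18 fits that each left out 1 replicate, *Cdhr1* stayed past the threshold in 10, *Adarb2* in 8, *Dmrtb1* in 8 and *Pabpc1l* in 12. Between ZT22 and ZT2, *Bhlhe41* fell by 1.91 on the log2 scale (SE 0.28, q = 0.0161), from 390.4 ± 33.2 CPM at ZT2 to 104 ± 26.1 at ZT22, and passed the threshold in 14 of the 18 fits, though not without ZT2 replicate B or any single ZT22 replicate. Between ZT6 and ZT10, *Fosl2* was higher at ZT6 by a log2 of 2.00 (SE 0.30, q = 0.02) and *Sik1* by 1.83 (SE 0.29, q = 0.0228). *Fosl2* lost its call without ZT6 replicate B or any single ZT10 replicate, and *Sik1* without these or ZT6 replicate C. *Tmco4* and *Smpdl3b* were listed at 0 reads in all ZT6 replicates, with 3.32 ± 2.21 and 2.26 ± 0.905 CPM at ZT10, and were called in 10 and 6 of the 18 fits.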

Global expression differences were apparent between timepoints, as revealed by principal component analysis (PCA) (Figure 1—figure supplement 1B). 

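For the 10 clock genes of Figure 1A, 9 changed with time, adjusted over all genes tested and also adjusted over the list alone, and 8 passed JTK_CYCLE as well (exact null distribution, Bonferroni over 6 lags). *Per1*, on chromosome 11 of GRCm38 from 69095217 to 69109960, was highest at ZT6 with 70.0 ± 27.9 CPM (SD, n = 3) and lowest at ZT22 with 8.98 ± 0.197 (q = 1.37e-06). Its ZT6 replicates, between 50.6 and 101.9 CPM, all lay above those of the other timepoints, and the ZT14 mean of 31.03 ± 1.95 stood above the ZT18 mean of 11.4 ± 2.87 by a log2 of 1.45 (SE 0.29, q = 0.0324). *Per2* went from 123 ± 59.97 CPM at ZT6 to 10.9 ± 4.02 at ZT22 (q = 3.03e-07), and *Per3* from 83.1 ± 41.7 to 18.0 ± 1.25 at the same timepoints (q = 0.00116). *Nr1d2* was highest at ZT6 with 144.9 ± 49.6 CPM and lowest at ZT14 with 35.8 ± 6.39, and *Rora* went from 554 ± 88.9 CPM at ZT6 to 156 ± 18.2 at ZT18. *Cry1* was highest at ZT10 with 56.7 ± 5.79 CPM and lowest at ZT22 with 24.5 ± 3.56 (q = 0.00161). *Arntl* had its lowest level, 22.8 ± 1.32 CPM, at ZT6 and its highest, 51.9 ± 17.9, at ZT14 (q = 0.00725). *Cry2* changed with time (q = 0.00162), with 128 ± 7.47 CPM at ZT14 and 46.6 ± 7.86 at ZT6, but had a JTK_CYCLE p = 0.0907 (exact null distribution). It was called cycling without ZT2 replicate C, ZT10 replicate B or ZT18 replicate C, with the authors' normalized values for JTK_CYCLE, with cosinor regression in place of JTK_CYCLE, and with the reads recovered from the normalized values (an alternative chosen after seeing the data), each of which gave 9 clock genes of 10. *Nr1d1*, which overlaps *Thra* in the annotation, did not change with time (q = 0.33), and its ZT2 replicates ranged from 64.4 to 699 CPM. Inside the clusters, the median over the 10 genes was a log2 of 0.41 for ZT14 minus ZT18 and -0.75 for ZT22 minus ZT2.

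**Figure D2:**
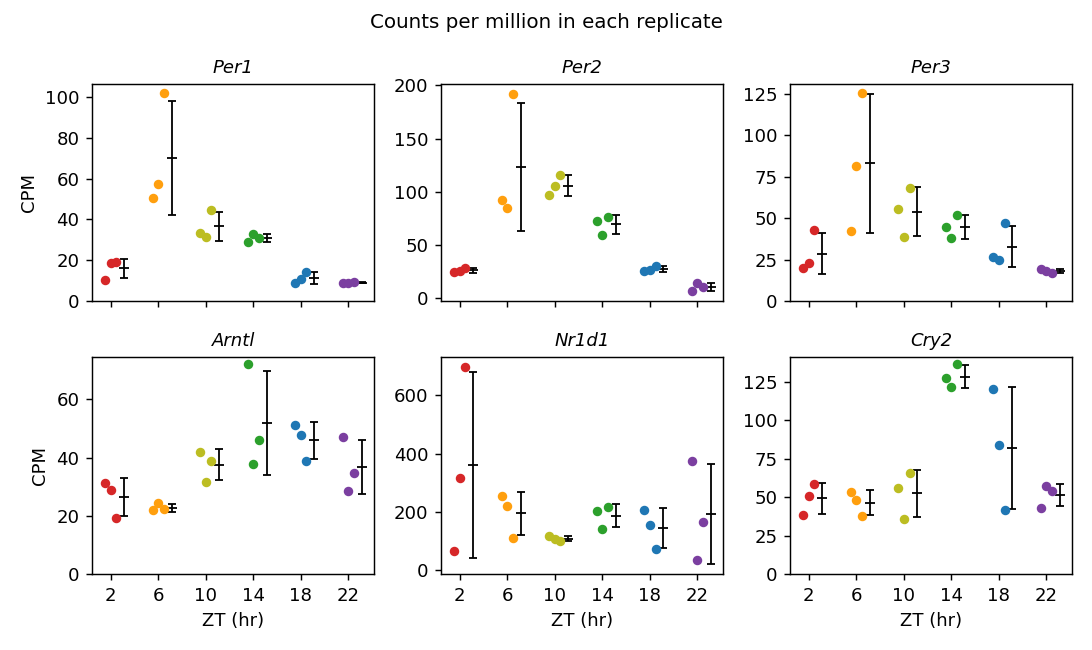
CPM of 6 clock genes in each replicate (points) against Zeitgeber time in hr, with the mean and SD of the 3 replicates beside them. The *Per1* means run from 8.98 CPM at ZT22 to 70.0 at ZT6, and the *Nr1d1* replicates of ZT2 spread from 64.4 to 699 CPM.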

Of 10 key circadian-clock genes, 8 showed the classic sinusoidal circadian profile (q < 0.05) with a zenith and nadir at the expected timepoints (Figure 1A); this verifies the temporal expression of our LCM SCN transcriptome dataset and indicates that any sequencing batch effects are minimal. Furthermore, quantitative (q)PCR of the LCM SCN samples showed a high degree of concordance with the RNA-seq expression data (Figure 1—figure supplement 1C–D). Our SCN transcriptomes are also separable from those in other brain regions and non-CNS tissues (Zhang et al., 2014b; Brawand et al., 2011; Merkin et al., 2012; Menet et al., 2012; Barbosa-Morais et al., 2012; Azzi et al., 2014) (Figure 1—figure supplement 2A). In addition, four key SCN markers (*Avp, Vip, Grp* and *Six6*) showed a far greater expression enrichment in the SCN over other brain regions (Figure 1—figure supplement 2B). In summary, these data provide the first identification of SCN enriched genes either on a genome-wide scale or over a 24-hr period and allow an anatomically precise and comprehensive examination of the SCN transcriptional output over the full day. To allow further exploration into the dataset, we provide a user-friendly web application (www.wgpembroke.com/shiny/SCNseq/).

A total of 146 genes were identified whose expression is highly enriched in the SCN (Materials and methods; analysis of variance (ANOVA), q < 0.05) of which 4 out of 4 were confirmed using in situ hybridisation (ISH) (Figure 1—figure supplement 2C; Figure 1C). These genes included many known SCN markers, as well as others not previously implicated in circadian biology or in SCN function (Figure 1C). Their significant enrichments for the Mouse Phenotype term ‘abnormal circadian rhythm’ (q = 1.2×10^-4^) and for Gene Ontology (GO) annotations relating to signalling pathways (q < 0.05; Figure 1B) are consistent with the SCN’s role as the master pacemaker. Enrichment for the flagellum annotation and G-protein coupled receptor (GPCR) signalling pathways (Figure 1B) may reflect the roles of primary cilia as GPCR signalling hubs (Omori et al., 2015). These results thus suggest that GPCR-mediated neuropeptide signalling via cilia may be important for SCN function.

### Identification of sinusoidally cycling genes

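JTK_CYCLE alone was passed by 7082 of the tested genes, and 5670 (29.9%) also changed with time. Both thresholds were 0.05, with the JTK_CYCLE p from its exact null distribution multiplied by 6 lags. A further Benjamini–Hochberg adjustment of the JTK_CYCLE p over genes moved the count most among the alternatives, to 3672. Leaving out 1 replicate at a time gave between 4848 genes (without ZT22 replicate C) and 6472 (without ZT18 replicate C). The count was repeated for the 60 distinct circular orders of the 6 timepoints, with the replicates of each timepoint kept together. Of these orders, 3 gave at least as many genes, the true one included. The 8 orders that keep the timepoints of each PCA cluster next to each other gave between 5270 and 5885 cycling genes, and the other 52 gave between 80 and 4563, with a median of 1998.5. The smallest JTK_CYCLE p among genes whose highest and lowest timepoints did not overlap was that of *Tmem251*, with 48.1 ± 3.37 CPM (SD, n = 3) at ZT6 and 12.9 ± 3.96 at ZT18 (p = 3.5e-08, exact null distribution). *Rgs16* likewise peaked at ZT6, with 336 ± 43.0 CPM against 54.9 ± 7.97 at ZT18. It also fell by a log2 of 1.38 from ZT6 to ZT10 (SE 0.22, q = 0.0228) and was lower at ZT22 than at ZT2 (q = 0.0394). The call between ZT22 and ZT2 was lost without ZT2 replicate B or ZT22 replicate C, where only *Prok2* passed the threshold. *Mgat5b* and *Mgll* were highest at ZT14, with 28.2 ± 4.11 and 184 ± 34.5 CPM, and lowest at ZT2. *Iltifb* was highest at ZT18 with 30.4 ± 21.8 CPM and lowest at ZT6 with 1.52 ± 0.631. These 5 genes were called cycling in each of the 18 fits that left out 1 replicate.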

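In 3 stretches of neighbouring genes, almost no reads were counted in the ZT6 and ZT10 libraries. The longest holds 13 tested genes on chromosome 19 of GRCm38 from 4035407 to 4233634, and another holds 5 genes on chromosome 4 from 143242024 to 143421091. Of the 24 tested genes in the stretches, 23 changed with time and 20 were called cycling. A further stretch of 6 genes on chromosome 9 from 3000922 to 3035805 was also lower at ZT6 and ZT10 (median 0.303 CPM, against 3.29 at the others), but is not counted here because it was lower at 5 pairs of timepoints.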

We next identified 4569 genes (24% of 18,889 Ensembl-annotated coding or non-coding models expressed (≥1 read) in over six samples) whose expression oscillated in a sinusoidal manner (Figure 2—figure supplement 1A,B) according to both JTK Cycle and DESeq2 approaches (Materials and methods). Importantly, this number of cycling genes is sevenfold higher than previously reported in the SCN (Panda et al., 2002). This large increase is likely to reflect a combination of factors: first, the significantly improved anatomical enrichment of the SCN tissue we have surveyed; second, the greater sensitivity and specificity of the statistical approaches we have applied (Hughes et al., 2010); and finally, our sampling approach under LD as opposed to the constant dark (DD) conditions utilised in earlier studies (Panda et al., 2002). For example, we are able to detect cycling genes that may be physiologically relevant to light exposure or light-induced transcriptional cascades that are undetectable as cycling under DD (Ueda et al., 2002; Leming et al., 2014). 

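Gene Ontology terms were not tested here, and families of genes read from their symbols stand in for them. Of the 84 genes for cytosolic ribosomal proteins, 59 were called cycling (70.2%, against 29.9% of all tested genes), an odds ratio of 5.57 (Fisher's exact test, two-sided, p = 2.77e-14). The peak of 48 of these 59 genes was at ZT6, and the median log2 level over the family was 0.66 at ZT6 and 0.68 at ZT10 and -0.75 at ZT14, relative to each gene's mean. Of the 99 genes of the respiratory chain and ATP synthase, 50 were called cycling (odds ratio 2.40, Fisher's exact test, p = 2.12e-05), with 22 peaks at ZT6 and 15 at ZT10. Among the alternatives, the filter of at least 10 counts in every replicate moved both odds ratios most, to 1.37 for the respiratory chain (p = 0.145, Fisher's exact test) and to 3.31 for the ribosomal proteins. Inside the clusters, the median log2 difference over the ribosomal proteins was 0.04 for ZT6 minus ZT10, -0.44 for ZT14 minus ZT18 and -0.05 for ZT22 minus ZT2, and over the respiratory chain 0.02, -0.23 and 0.16. The rise at ZT6 and ZT10 thus lies between clusters, where timepoint and batch cannot be told apart. The reads of ZT6 and ZT10 also differ between the deposited tables. Fisher's exact test takes genes as independent, which genes that move together over the same libraries are not.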

Our new collection of SCN cycling genes were enriched for GO terms relating to key processes such as translation and mitochondrion-related genes, in line with previous findings (Figure 2—figure supplement 1C; Panda et al., 2002). De novo transcription has been shown to drive rhythmicity of approximately 20–30% of all cycling genes (Koike et al., 2012; Menet et al., 2012), which illustrates the importance of post-transcriptional regulation in shaping the circadian transcriptome. Interestingly, we observe novel enrichments among cycling genes in terms relating to RNA splicing and ribonucleoprotein (RNP) complexes (Figure 2—figure supplement 1C) which suggests that these processes may establish oscillatory expression patterns (Wang et al., 2013). 

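Of 69 genes for spliceosome components and splicing factors, 46 were called cycling, an odds ratio of 4.71 (Fisher's exact test, two-sided, p = 3.34e-10, and adjusted p = 5.02e-10 over the 3 families tested among cycling genes). The peaks were spread, with 16 genes at ZT10, 11 at ZT6, 7 at ZT14, 6 at ZT22, 4 at ZT2 and 2 at ZT18. The median log2 level of the family was highest at ZT6 (0.39) and ZT10 (0.30) and lowest at ZT22 (-0.24). The limits given for the ribosomal proteins hold for this family as well. From the splicing and RNP terms among cycling genes, the paper proposes that these processes may set up oscillating expression.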

Other post-transcriptional mechanisms, such as miRNA level fluctuation, which were not assessed in this experiment, could also contribute to initiating these patterns.

**Figure 2.**
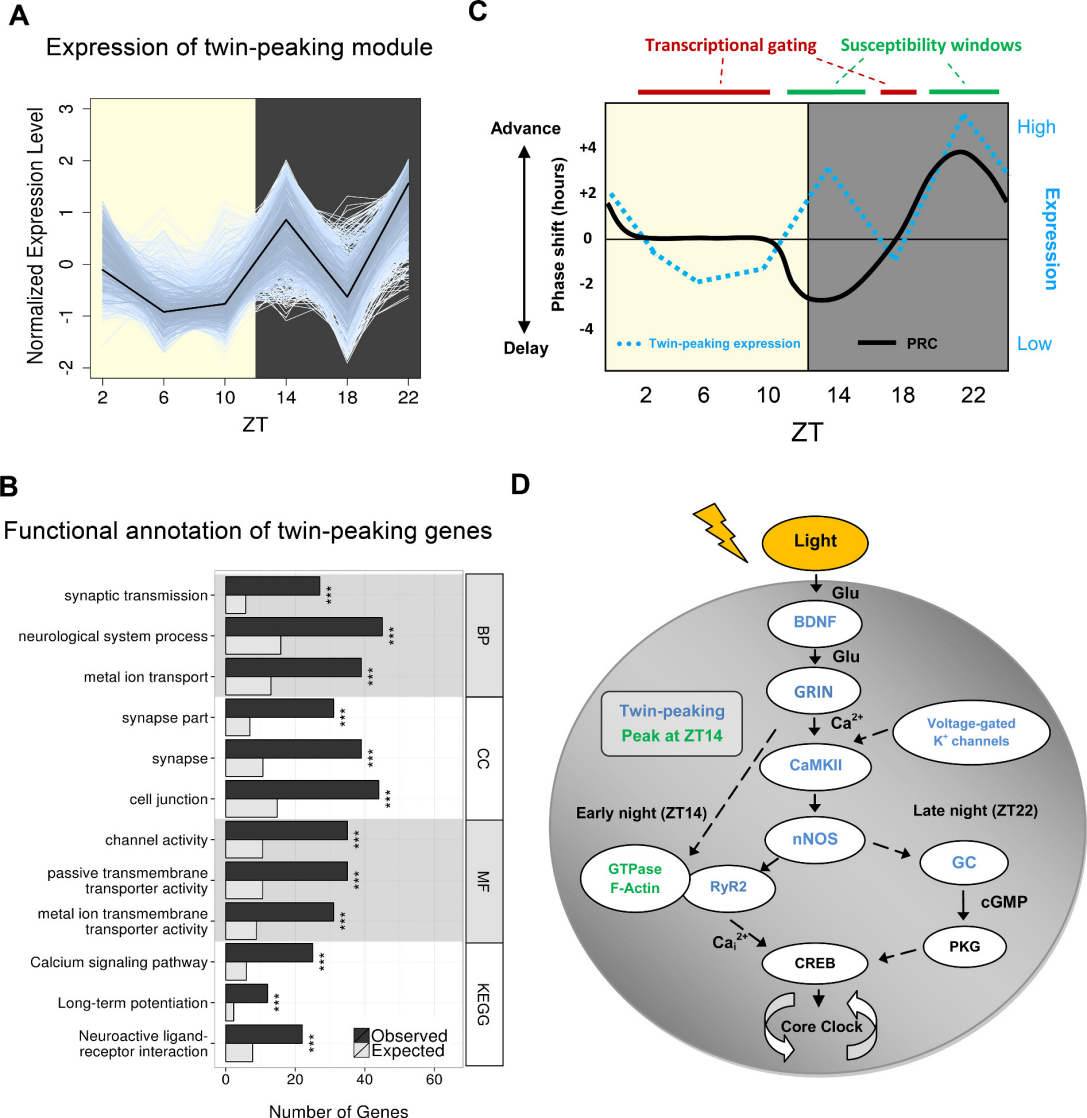
Gene clustering identifies a novel twin-peaking synaptic gene module with a potential role in phase resetting. (**A**) Relative expression of each gene present in the identified twin-peaking module over 24 hr. The black line represents the module eigengene – the first principal component of the gene expression matrix for this module. (**B**) Top three statistically significant (q < 0.05) Gene Ontology (GO) (biological process (BP), cellular component (CC), molecular function (MF)) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enriched terms for the 496 significantly fluctuating twin-peaking genes. q-values: *q < 0.05, **q < 0.01, ***q < 0.001. (**C**) Illustration of the theoretical phase response curve (PRC) in mouse, which demonstrates the phase shifting potential when a light pulse is applied at different times (black line) (Golombek and Rosenstein, 2010). Our module eigengene for the twin-peaking module (blue dotted line) indicates that when its expression lies above the threshold level (black horizontal line), the phase of the organism is able to shift. The greater the expression over this threshold, the larger the phase shift. Conversely, when expression is low and below this threshold, the suprachiasmatic nucleus (SCN) is resistant to phase shifting induced by light pulses. This suggests the presence of susceptibility windows (shown by green bars) when light impulses are able to shift the phase of the SCN. (**D**) Circadian gating of light signalling pathway, adapted from (Iyer et al., 2014). Twin-peaking gene-encoded proteins identified by laser-capture microdissection (LCM) SCN RNA-seq are indicated in blue. Photic information is transmitted to the SCN via glutamatergic signalling through the retinohypothalamic tract (RHT). (i) Brain-derived neurotrophic factor (BDNF) gates glutamatergic synaptic transmission by regulating either presynaptic release or membrane channel activity. (ii) Voltage-gated potassium channels hyperpolarise the SCN neurons allowing photic input from the RHT to elicit a significant response. (iii) Glutamate binding to glutamate receptor, ionotropic, N-methyl D-aspartate (GRIN) receptors induces calcium influx inducing CaMKII autophosphorylation. (iv) Active pCaMKII phophorylates neuronal nitric oxide synthase (nNOS), which generates nitric oxide (NO), producing differential effects according to time of day. (v) In early night (ZT14), we observe peaking of genes relating to small guanosine triphosphate (GTPase) activation and actin-based cytoskeletal remodelling. At this timepoint, F-actin levels are at their highest and an influx of Ca^2+^ depolymerises the F-actin affecting components of the mitogen-activated protein (MAP) kinase pathway. Ca^2+^ also induces intracellular Ca^2+^ release though the opening of the endoplasmic reticulum calcium channel RyR2. (vi) In late night (ZT22), NO activates guanylyl-cyclase (GC), which increases cyclic guanosine monophosphate (cGMP) levels activating protein kinase G (PKG). (vii) Phosphorylation of cAMP response element-binding protein (CREB) leads to the transcription of *PER1*, which contributes to the shifting of the circadian phase. **DOI:** http://dx.doi.org/10.7554/eLife.10518.006

**Figure 2—figure supplement 1.**
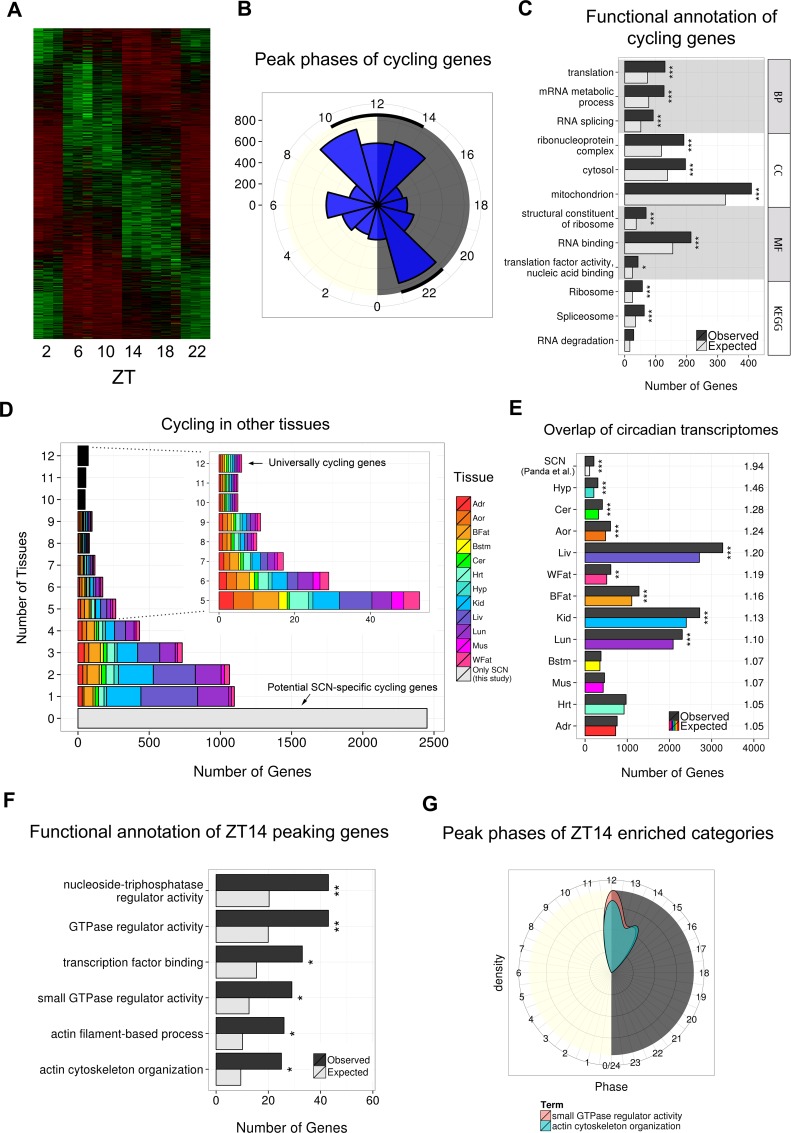
Identification of 4569 cycling genes in the SCN. (**A**) Heatmap showing the expression levels in each biological replicate for the 4569 significantly cycling genes in the SCN across circadian time ordered by peak phase (DESeq2 and JTK Cycle, q < 0.05). (**B**) Polar plot showing the distribution of peak phases for the identified 4569 cycling genes binned in 2-hr windows. Cycling genes tend to peak during transcriptional ‘rush hours’ near to light transitions (shown by black lines), as previously described (Zhang et al., 2014b). (**C**) Top three statistically significant GO ( BP, CC, MF) and KEGG enrichments for the 4569 cycling genes. q-values: *q < 0.05, **q < 0.01, ***q < 0.001. (**D**) Number of other tissues in which the 4569 cycling genes also cycle. Colours indicate the distribution of these cycling genes across the different tissues. (**E**) Number of the 4569 cycling genes that are also significantly cycling in other tissues from other studies (Zhang et al., 2014b) ordered by fold-change (FC) enrichment (right). Tissues which show significantly greater LCM SCN cycling genes are denoted with an asterisk (*q < 0.05, **q < 0.01, ***q < 0.001); as expected, the greatest enrichment in overlap was with the SCN results from the microarray study by Panda et al. (2002). (**F**) Statistically significant GO and KEGG enrichments for the 1034 cycling genes peaking at ZT14. q-values: *q < 0.05, **q < 0.01, ***q < 0.001. (**G**) Distribution of peak phases for significantly cycling genes with GO annotations ‘actin cytoskeleton organisation’ (n = 25) and ‘small GTPase regulator activity’ (n = 29). **DOI:** http://dx.doi.org/10.7554/eLife.10518.007

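Of the 5670 genes called cycling here, JTK_CYCLE placed the peak of 394 at ZT2, 691 at ZT6, 1277 at ZT10, 1350 at ZT14, 574 at ZT18 and 1384 at ZT22. Each peak is known only to the spacing of the timepoints, and ZT10 and ZT14 on one side and ZT22 and ZT2 on the other stand around the light transitions. The number peaking at ZT14 was between 1080 (without ZT2 replicate C) and 1437 (without ZT6 replicate A) when 1 replicate was left out.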

Approximately half of the SCN cycling genes (2451/4569) showed no evidence for sinusoidal expression in 12 other tissues, including the whole hypothalamus, based on published circadian expression data (JTK Cycle; q < 0.05; Figure 2—figure supplement 1D) (Zhang et al., 2014b). These genes included those essential for normal SCN function, including *Prok2, Rorb *and *Nts*, which were also validated by quantitative polymerase chain reaction (qPCR) (Figure 1—figure supplement 1C). This indicates that many genes cycle exclusively in the SCN, or only cycle under a 12:12 LD lighting schedule rather than under the constant dark conditions used previously (Zhang et al., 2014b). 

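Of *Prok2*, *Rorb* and *Nts*, *Prok2* and *Rorb* changed with time adjusted over all genes tested, and all 3 did adjusted over the list alone, which is not independent evidence since the study chose the genes on these samples. *Prok2* was highest at ZT6 with 237 ± 99.8 CPM (SD, n = 3) and lowest at ZT18 with 2.26 ± 1.27 (q = 5.71e-08). It also differed inside a cluster, falling from 128 ± 46.3 CPM at ZT2 to 8.42 ± 5.27 at ZT22, a log2 difference of -3.93 (SE 0.50, q = 0.00742), though the call was lost without ZT22 replicate B. *Rorb* was highest at ZT2 with 1118 ± 172 CPM and lowest at ZT10 with 257 ± 63.2 (q = 8.85e-06), and had 480.4 ± 67.8 CPM at ZT6. *Nts* had low levels, from 2.42 ± 1.17 CPM at ZT14 to 10.2 ± 2.21 at ZT22. Its JTK_CYCLE p was 0.00473 (exact null distribution), but its change with time had q = 0.0646. *Nts* was called cycling without ZT10 replicate B or ZT10 replicate C, and in 6 of the other fits, DESeq2's among them.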

Comparing our results under LD with published DD datasets may inflate the perceived number of genes cycling solely in the SCN, however, as there are genes likely to cycle under LD exclusively as shown by microarray studies in lower organisms (Ueda et al., 2002; Leming et al., 2014). Six of the nine genes which cycled significantly across all 12 other tissues (q < 0.05) also cycled in the LCM SCN samples (*Arntl, Dbp, Nr1d2, Per2, Per3* and *Tsc22d3*) suggesting a core set of universally cycling genes (Figure 2—figure supplement 1D). 

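All 6 of these genes were called cycling, and each of them in every one of the 18 fits that left out 1 replicate. *Dbp*, which overlaps *Sphk2* in the annotation, went from 105 ± 4.76 CPM (SD, n = 3) at ZT6 to 12.9 ± 2.94 at ZT18 (q = 1.68e-07). *Tsc22d3* went from 228 ± 30.4 CPM at ZT14 to 86.9 ± 21.8 at ZT6 (q = 0.000558). The 6 peaks assigned by JTK_CYCLE were ZT6 for *Dbp* and *Nr1d2*, ZT10 for *Per2* and *Per3*, ZT14 for *Tsc22d3* and ZT18 for *Arntl*.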

In support of this notion our LCM SCN cycling gene list significantly overlapped with those cycling in 8 of 12 other tissues (q < 0.05), as well as those cycling in an SCN microarray study (Zhang et al., 2014b; Panda et al., 2002) (Figure 2—figure supplement 1E). As expected, the SCN, hypothalamus and cerebellum showed the greatest overlap of their circadian transcriptomes (Figure 2—figure supplement 1E).

### Identification of novel twin-peaking synaptic module

Previous studies only considered circadian gene expression following a sinusoidal pattern. Alternative and potentially functionally important expression profiles may thus have been overlooked. Using Weighted Correlation Network Analysis (WGCNA), which does not assume a single mode of temporal variation, we identified a single module of 766 genes, which instead of adopting a sinusoidal profile, displayed two peaks of expression at ZT14 and ZT22 (Figure 2A). 

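WGCNA was not repeated here, and a gene was called twin-peaking when it changed with time (q under 0.05) and its means at ZT14 and ZT22 were the highest of the 6. By this rule 408 genes were twin-peaking, and 78 of them were also called cycling. The same rule applied to the 8 other pairs of timepoints that are not neighbours gave between 44 genes (ZT6 and ZT22) and 331 genes (ZT10 and ZT18), and 258 genes for ZT6 and ZT14. The count moved most with a rule that asks for a correlation of at least 0.7 with a template of ZT14 and ZT22 against the rest, which gave 105 genes. A rule that asks for both ZT14 above ZT18 and ZT22 above ZT2 at an unadjusted p under 0.05 gave 114 genes. Leaving out 1 replicate gave between 286 genes (without ZT22 replicate C) and 448 (without ZT18 replicate A). With DESeq2 441 genes were called, 329 of them among the 408. The largest differences from the other timepoints, among genes with separated replicates inside both clusters, were those of *Mas1*, *Lrrc38*, *Eya4*, *Igfn1* and *Krt9*, all at low levels. *Mas1* had 6.18 ± 0.192 CPM (SD, n = 3) at ZT14 and 15.8 ± 6.96 at ZT22, against 0.203 ± 0.248 at ZT18 and 3.54 ± 0.51 at ZT2 (q = 5.72e-06). *Lrrc38*, which lies in the stretch on chromosome 4 with almost no reads at ZT6 and ZT10, and *Krt9* had no reads in any ZT6 replicate, and *Eya4* had none at ZT18. *Eya4* was called in 7 of the 18 fits that left out 1 replicate, and *Igfn1* was lost without ZT22 replicate A.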

From this ‘twin-peaking’ module 496 genes individually exhibited statistically significant temporal fluctuations (DESeq2, q < 0.05), of which 17 of 17 were validated by qPCR (Figure 1—figure supplement 1E). This profile is also distinct from previously described 12-hr harmonics (Cagampang et al., 1998a; 1998b; Hughes et al., 2009), and prior to this, only single genes from individual studies were shown to possess similar expression patterns (Shinohara et al., 1993; Cagampang et al., 1998c; 1998d). For example, isoforms of protein kinase C (*Prkcb* and *Prkcg*) exhibit a twin-peaking profile in rat SCN similar to that observed in our RNA-seq data (Cagampang et al., 1998c). This twin-peaking transcriptional profile, particularly for this large number of genes, was thus unexpected. 

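All 17 twin-peaking genes tested by qPCR in Figure 1—figure supplement 1E changed with time in the RNA-seq data, adjusted over all genes tested and also adjusted over the list alone, and the study chose them on these samples, so the list is not independent evidence. Of the 17, 12 met the twin-peaking rule. In *Cpne4*, *Gria3*, *Grin2b*, *Kcnma1* and *Npy2r* the mean at ZT2 was above that at ZT14. *Kcnma1* had 90.9 ± 13.2 CPM (SD, n = 3) at ZT2, 72.8 ± 14.8 at ZT14, 40.1 ± 15.2 at ZT18 and 109.9 ± 27.2 at ZT22. *Npy2r* had 3.74 ± 2.79 CPM at ZT14, 4.76 ± 0.797 at ZT18 and 19.4 ± 11.4 at ZT22. The number meeting the rule was 10 without ZT22 replicate B and 13 without ZT2 replicate A, ZT14 replicate A or ZT14 replicate C. *Gria3* was called without ZT2 replicate A, *Cpne4* without ZT14 replicate A, and *Grin2b* without ZT2 replicate B or ZT14 replicate C. Both a template correlation of at least 0.7 and the rule on both contrasts inside clusters called 5 of the 17, while a rule of local peaks of at least 0.2 on the log2 scale called 14. Inside the clusters, 16 of the 17 were higher at ZT14 than at ZT18, with a median log2 difference of 1.44, and in 12 all ZT14 replicates lay above all ZT18 replicates. All 17 were higher at ZT22 than at ZT2, with a median of 0.60, and in *Cacna1h*, *Rbfox1* and *Stx1a* the replicates were separated, where chance gives 5% of genes in each direction. With q under 0.05, 0 of the 17 differed between ZT22 and ZT2. Between ZT14 and ZT18 8 differed, but none of them without ZT14 replicate A, ZT18 replicate B or ZT18 replicate C. *Rbfox1* was among them, with 240.4 ± 38.3 CPM at ZT14 and 60.6 ± 9.8 at ZT18, a log2 difference of 1.99 (SE 0.36, q = 0.0242). Its difference of ZT22 from ZT2 was 1.34 (SE 0.36, q = 0.717). *Egr1* had 78.0 ± 17.5 CPM at ZT14 and 18.96 ± 5.05 at ZT18, and *Cnr1* 174 ± 50.2 and 56.3 ± 11.3. *Slc17a7* had 61.0 ± 18.9 CPM at ZT14, 15.5 ± 3.94 at ZT18, 51.9 ± 29.2 at ZT22 and 17.9 ± 5.0 at ZT2.

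**Figure D3:**
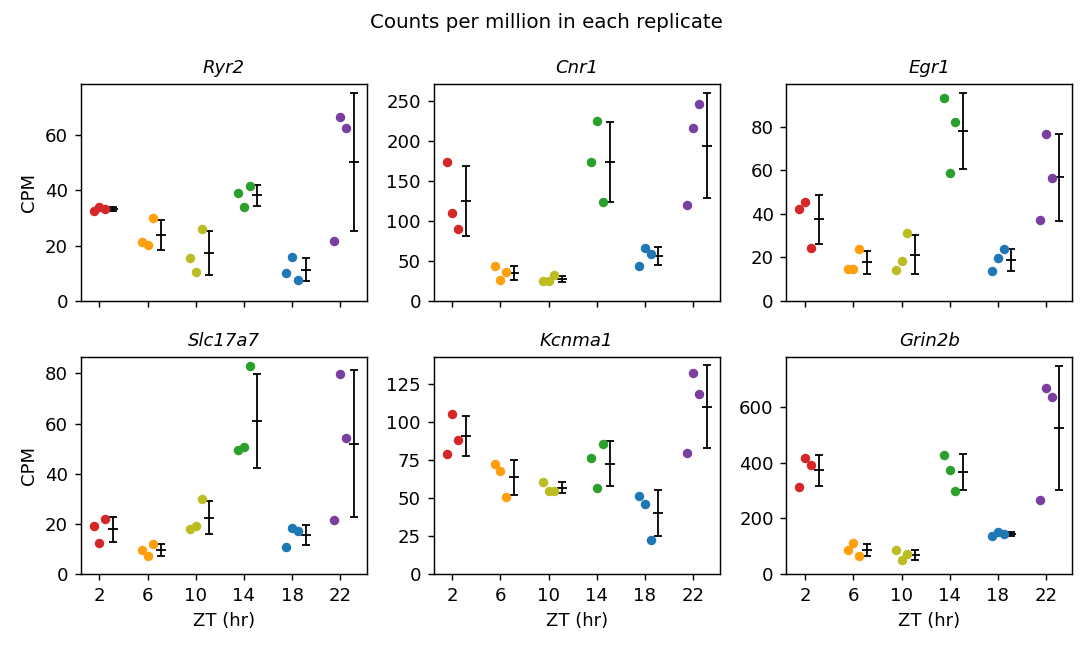
CPM of 6 of the 17 genes in each replicate (points) against Zeitgeber time in hr, with the mean and SD of the 3 replicates beside them. *Ryr2*, *Cnr1*, *Egr1* and *Slc17a7* are highest at ZT14 and ZT22, while *Kcnma1* and *Grin2b* have ZT2 means of 90.9 and 374 CPM, above those at ZT14.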

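*Prkcb* met the twin-peaking rule, and did so in each of the 18 fits that left out 1 replicate. It had 257 ± 51.8 CPM (SD, n = 3) at ZT14 and 214 ± 70.5 at ZT22, against 106 ± 45.5 at ZT18 and 146 ± 11.6 at ZT2 (q = 0.00446). *Prkcb* was higher at ZT14 than at ZT18 by a log2 of 1.29 (SE 0.28, q = 0.0489) and higher at ZT22 than at ZT2 by 0.55 (SE 0.28, q = 1).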

Functional annotations related to synaptic transmission, calcium signalling and gated channel activity were greatly and significantly enriched among these twin-peaking genes (q < 0.05; Figure 2B), suggesting a circadian component to establishing the electrophysiological environment of the SCN.

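Gene families read from symbols were tested here in place of annotation terms, against the 2.15% of all tested genes that met the twin-peaking rule. Of 88 genes for potassium channels 16 met it (odds ratio 10.5, Fisher's exact test, two-sided, p = 5.64e-11, and adjusted p = 2.82e-10 over the 5 families tested among twin-peaking genes). Of 26 genes for calcium channel subunits 4 met it, among them *Cacng8*, which has almost no reads at ZT6 and ZT10 (odds ratio 8.33, Fisher's exact p = 0.00218, adjusted p = 0.00545). Of 14 genes for GABA-A receptors 2 met it (odds ratio 7.60, Fisher's exact p = 0.0355, adjusted p = 0.0592). Among its alternatives, the GABA-A odds ratio moved most with DESeq2, to 3.23 (p = 0.281, Fisher's exact test). Of 19 genes for ionotropic glutamate receptors 1 met it (odds ratio 2.53, Fisher's exact p = 0.339), and none of those with at least 10 counts in every replicate did. None of the 84 ribosomal protein genes met the rule (p = 0.268, Fisher's exact test). Inside the clusters, the median log2 difference over the potassium channels was 0.69 for ZT14 minus ZT18 and 0.41 for ZT22 minus ZT2, and over the calcium channels 0.58 and 0.09.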

The peaking of expression at ZT14 and ZT22 coincides with phase shifting ‘susceptibility windows’; time periods in which the photic input permits phase shifting (or ‘resetting’) of the clock (Ding et al., 1994; Iyer et al., 2014). This is demonstrated by the phase response curve (PRC): a light impulse at ZT14 will initiate a phase delay of the clock whereas a light impulse at ZT22 will initiate a phase advance (Figure 2C) (Golombek and Rosenstein, 2010; Ding et al., 1994). At all other timepoints we assessed under an LD cycle the twin-peaking genes exhibited low expression levels exactly when the clock is resistant to phase shifts. This suggests a possible transcriptional gating mechanism in which a threshold level of gene expression needs to be exceeded for light to activate this phase shifting pathway (Ding et al., 1994; Gillette and Mitchell, 2002; Iyer et al., 2014). 

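Relative to its mean over the 6 timepoints, the median log2 level of the 408 twin-peaking genes was 0.76 at ZT14 and 0.61 at ZT22, 0.19 at ZT2, -0.15 at ZT18, -0.57 at ZT10 and -0.74 at ZT6. The next highest mean was that at ZT2 in 256 of the genes, at ZT18 in 105, at ZT10 in 30 and at ZT6 in 17. In 245 of the genes all ZT2 replicates lay above all ZT6 replicates. All ZT14 replicates lay above all ZT6 replicates in 371 and above all ZT2 replicates in 175. The rule itself places the ZT14 mean above that at ZT18 and the ZT22 mean above that at ZT2, so the sizes of these differences within the clusters are those of genes picked for their direction. The median log2 difference was 0.91 for ZT14 minus ZT18 (quartiles 0.54 and 1.40) and 0.46 for ZT22 minus ZT2 (quartiles 0.20 and 0.79). All ZT14 replicates lay above all ZT18 replicates in 258 of the 408 genes and all ZT22 replicates above all ZT2 replicates in 76, and both held in 41. Among all tested genes these arrangements were found in 11.6% and 5.98% and the reverse ones in 10.2% and 5.64%, where chance gives 5%. Both held in 206 genes and both reverse ones in 150, while 87 genes had ZT14 over ZT18 with ZT2 over ZT22 and 87 had ZT18 over ZT14 with ZT22 over ZT2, where chance gives 0.25% of genes. With q under 0.05, 37 of the 408 differed between ZT14 and ZT18 and 0 between ZT22 and ZT2, against 238 and 80 at an unadjusted p under 0.05. Across 15759 genes with a mean of at least 10 counts, which are not independent replicates, ZT14 minus ZT18 and ZT22 minus ZT2 had a correlation of 0.112. The correlation was 0.189 over genes with at least 10 counts in every replicate, its largest change among the alternatives, 0.064 without ZT18 replicate B and 0.0701 without ZT22 replicate B. Because the peaks fall at the times when light shifts the clock and the levels are low at the other timepoints, the paper proposes a gate in which the expression of these genes has to pass a threshold for light to shift the phase.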

Transcriptional profiling at a higher temporal resolution would be required to confirm the elevated expression of twin-peaking genes above this critical threshold at timepoints when light-induced phase shifts are possible (e.g. ZT12; Figure 2C). 

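Of the 6 genes of the light-induced phase shifting pathway that the paper names (*Grin2a*, *Grin2b*, *Camk2a*, *Nos1*, *Ryr2* and *Bdnf*), 5 changed with time, adjusted over all genes tested and also adjusted over the list alone, and 4 met the twin-peaking rule. The study marked these genes on these samples, so the list is not independent evidence. *Camk2a* had 1033 ± 262 CPM (SD, n = 3) at ZT14 and 466 ± 179 at ZT22, against 432 ± 73.6 at ZT18 and 299 ± 58.3 at ZT2 (q = 7.32e-06), and was not called without ZT18 replicate A or ZT22 replicate C. *Ryr2* had 38.1 ± 3.89 CPM at ZT14 and 11.3 ± 4.17 at ZT18, a log2 difference of 1.75 (SE 0.39, q = 0.0492). Its ZT22 mean of 50.2 ± 24.8 holds ZT22 replicate A at 21.7 CPM, below all ZT2 replicates. *Grin2a* stayed between 0.463 ± 0.218 CPM at ZT10 and 9.95 ± 1.42 at ZT14 (q = 0.0321) and kept its call in 11 of the 18 fits that left out 1 replicate. *Bdnf* had 30.0 ± 7.39 CPM at ZT14 and 41.7 ± 22.7 at ZT22 (q = 0.0483) and kept its call in 5 of the 18, and lost it with DESeq2's size factors. *Grin2b* was highest at ZT22 with 523 ± 222 CPM, followed by ZT2 with 374 ± 55.4 and ZT14 with 366 ± 64.8. *Nos1* did not change with time (q = 0.262), with 52.4 ± 6.33 CPM at ZT14 and 44.9 ± 12.6 at ZT22. In all 6 genes every ZT14 replicate lay above every ZT18 replicate, with a median log2 difference of 1.30. The median of ZT22 minus ZT2 was 0.60, and in none of the 6 were the replicates separated.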

Genes previously known to participate in this light-induced phase shifting pathway display this twin-peaking pattern (Figure 2D), and their pharmacological inhibition (e.g. for *Grin2a/b, Camk2a, Nos1, Ryr2*) blocks light-induced phase shifts (Ebling et al., 1991; Yokota et al., 2001; Ding et al., 1998; 1994; 2007; 2010). 

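Of 133 genes for small GTPase regulators, identified by their symbols, 19 were among the 1350 cycling genes with a peak at ZT14 (odds ratio 2.19, Fisher's exact test, two-sided, p = 0.0034, and adjusted p = 0.00679 over the 2 families tested). Of 49 genes of the actin cytoskeleton 5 were (odds ratio 1.48, Fisher's exact p = 0.396), and 3 with DESeq2, where the odds ratio was 0.945. The median log2 level relative to the mean over timepoints was 0.40 at ZT14 and 0.14 at ZT18 for the GTPase regulators and 0.37 and 0.10 for the actin genes. Inside the cluster of ZT14 and ZT18, the median log2 difference was 0.12 and 0.08.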

Many genes whose expression peaks singly at ZT14 have functions related to actin cytoskeleton reorganisation and/or to small GTPase signalling (Figure 2—figure supplement 1F–G). This supports the hypothesis that actin depolymerisation is important for phase delays but not phase advances (Gerber et al., 2013; Cabej, 2013). Taken together, our data indicate that oscillations in the SCN transcriptome play an important role in gating the differential responses to light, a fundamental circadian process. The complex relationship between photic and non-photic cues and their relative roles in phase adjustment must also be considered, however. Light exposure during constant conditions can still modify the processing of non-photic signals by the SCN (Challet and Pevet, 2003). For example, novelty-induced running in the subjective mid-day induces a phase advance in mice, although a 1-hr light pulse administered after access to running wheels can significantly attenuate this affect (Biello and Mrosovsky, 1995). More work is required to determine how the timing or relative level of gene expression mediates these light-induced behavioural changes.

### Identification of novel transcripts with circadian expression profiles

A total of 3187 multiexonic long intergenic non-coding RNA (lincRNAs; >200 nucleotides) loci were identified from the SCN transcriptome data. Considered together, they displayed evidence of significant sequence conservation, had lower expression and fewer exons than protein-coding genes in line with lncRNAs identified in other mammalian tissues (Zhang et al., 2014a; Cabili et al., 2011; Ponjavic et al., 2007), but did not display correlated expression with that of the nearest protein-coding gene suggesting these lincRNAs are often not functioning as enhancer (e)RNAs (Figure 3—figure supplement 1A–D). Of these lincRNAs, 341 (11%) displayed significant temporal fluctuation, including lincRNA NONCO7761 (*3100003L05Rik*) whose presence in the SCN was confirmed by ISH at ZT6 (Figure 3D) as well as by qPCR to peak at both ZT6 and ZT18 (Figure 3E). In addition, 28 of these fluctuating lincRNAs peaked at ZT14 and ZT22 (Figure 3B–C), and thus may modulate or be modulated by the transcriptional or post-transcriptional regulation of protein-coding genes of the twin-peaking synaptic module described earlier.

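The lincRNA *3100003L05Rik*, on chromosome 7 of GRCm38 from 124625670 to 124708935, is only in the normalized table, so its CPM come from the reads recovered there, a choice made after seeing the data. It had 7.72 ± 5.49 CPM (SD, n = 3) at ZT6, 3.86 ± 1.39 at ZT2, 3.65 ± 3.12 at ZT18, 3.24 ± 1.29 at ZT10, 2.06 ± 0.732 at ZT22 and 1.20 ± 0.696 at ZT14. The ZT6 mean rests on replicate C (14.0 CPM) and is 4.58 CPM without it. At ZT18, replicate C had 1 read where replicates A and B had 188 and 172, and the mean without it is 5.45 CPM. The time test gave q = 0.182 (p = 0.117, edgeR's quasi-likelihood F-test) and JTK_CYCLE p = 0.18 (exact null distribution). Without ZT18 replicate C the time test gave q = 0.0131, and in the other fits that left out 1 replicate q was over 0.05, up to 0.441 without ZT6 replicate C. The JTK_CYCLE p was 0.0138 without ZT18 replicate A, 0.0269 without ZT18 replicate B and over 0.05 in the other fits.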

**Figure 3.**
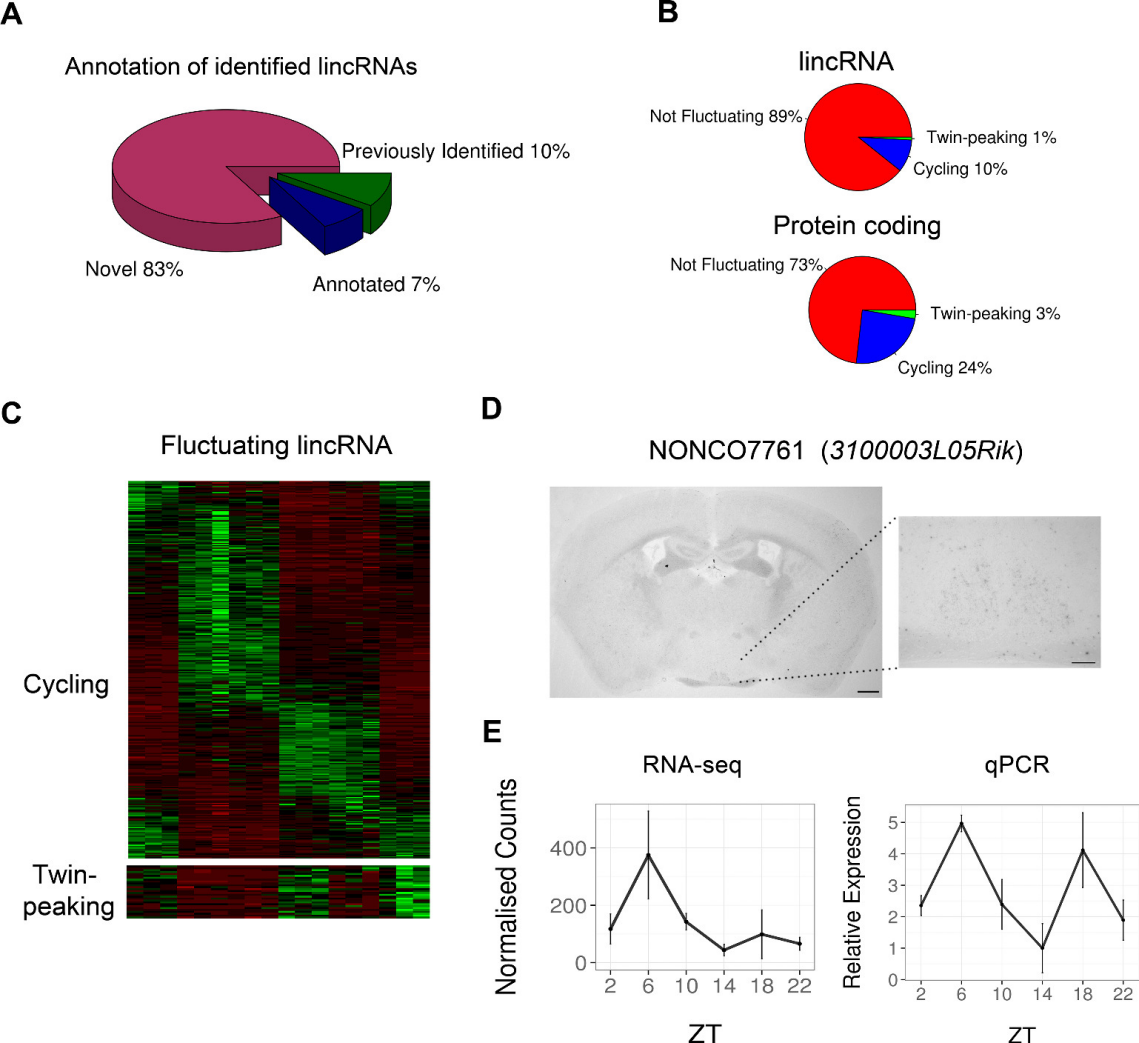
Identification of multiexonic lincRNAs whose expression fluctuates in the suprachiasmatic nucleus (SCN). (**A**) Proportion of the 3187 identified lincRNAs which (i) have been previously annotated (according to Ensembl or UCSC), (ii) are not annotated in these resources but have been identified in other studies (Belgard et al., 2011, Ramos et al., 2013) or (iii) are unique to this study. (**B**) Proportion of the 3187 identified lincRNAs which show significant fluctuating expression patterns (twin-peaking module and DESeq2 q < 0.05, or JTK cycle q < 0.05 and DESeq2 q < 0.05); protein-coding genes are shown for comparison. (**C**) Heatmap showing the expression levels in each biological replicate for the 341 fluctuating lincRNAs. (**D**) In situ hybridisation (ISH) of NONCO7761 (*3100003L05Rik*) at ZT6 in the mouse brain showing low yet distinct expression in the SCN. Scale bar: 0.5 mm (low magnification), 0.2 mm (high magnification). (**E**) RNA-seq and quantitative polymerase chain reaction (qPCR) show fluctuating mean expression ± SD of the lincRNA NONCO7761 (*3100003L05Rik*) over 24 hr. **DOI:** http://dx.doi.org/10.7554/eLife.10518.008

**Figure 3—figure supplement 1.**
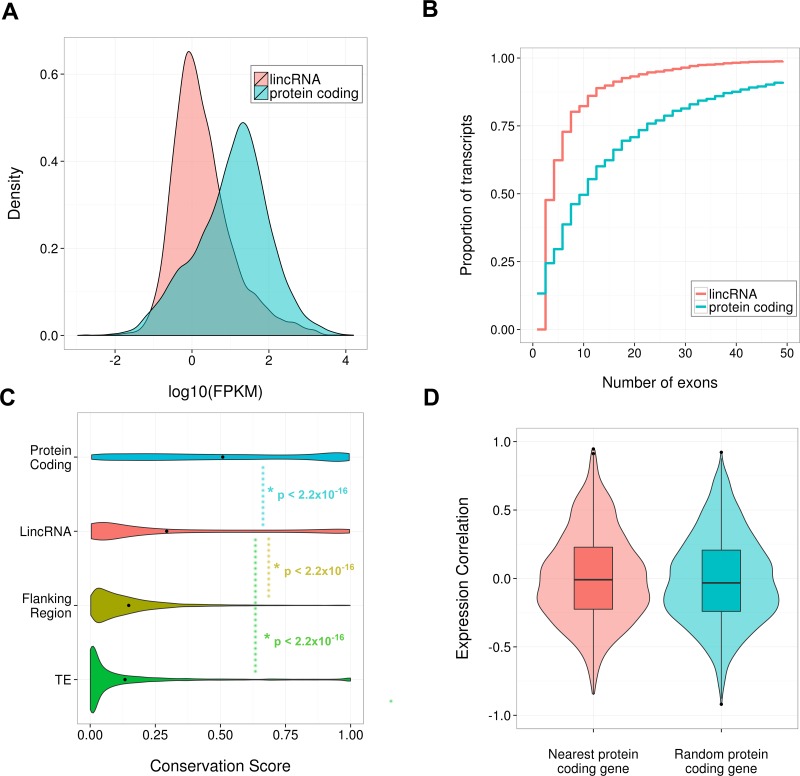
Properties of identified SCN lincRNAs. (**A**) Density plot comparing the distribution of expression levels of the 3187 identified lincRNAs (red) and protein-coding genes (blue); lincRNAs tend to be significantly lower expressed than protein-coding genes (p < 2.2×10^-16^, Kolmogorov–Smirrnov (KS) test). (**B**) Cumulative frequency graph showing the number of exons possessed by protein-coding genes and the identified 3187 lincRNA loci. Despite this study only considering multiexonic lincRNAs, protein-coding genes tend to possess significantly more exons (p < 2.2×10^-16^, KS test). (**C**) Violin plot showing phastCons conservation scores for the exonic regions of the 2796 identified lincRNAs with available conservation scores; these lincRNAs showed significantly less conservation than protein-coding genes but significantly greater conservation than two proxies for neutral evolution: (i) transposable elements within a 50-kb window of the lincRNA locus (p < 2.2×10^-16^, KS test), (ii) 500-bp of sequence up- or downstream of the lincRNA locus selected randomly within a 1- to 5-kb window (p < 2.2×10^-16^, KS test). (**D**) Violin and box plot showing no significant difference (p = 0.45, KS test) in the Pearson’s correlation of a lincRNA’s expression with that for its genomically most proximal protein-coding gene (n = 2261, expression correlation not possible if closest gene is not expressed) compared to a randomly selected protein-coding gene. **DOI:** http://dx.doi.org/10.7554/eLife.10518.009

We also identified 1013 novel exons – transcribed regions of the transcriptome which have not been annotated by Ensembl or UCSC, but contribute to alternative transcripts in a known gene. Of these, we focused on the novel exon of the core clock gene *Cry1* which appears to represent an alternative transcriptional start site (TSS) (Figure 4A). Despite its large size (322 bp) and high expression, the novel exon present in the first intron of *Cry1* had remained elusive, yet is confirmed by reverse transcription polymerase chain reaction (RT-PCR) from SCN tissue (Figure 4C). The novel and canonical *Cry1* isoforms are expressed in antiphase, as confirmed by qPCR from LCM SCN samples (Figure 4D), indicating an unanticipated mode of temporal regulation in the SCN for this core clock gene.

**Figure 4.**
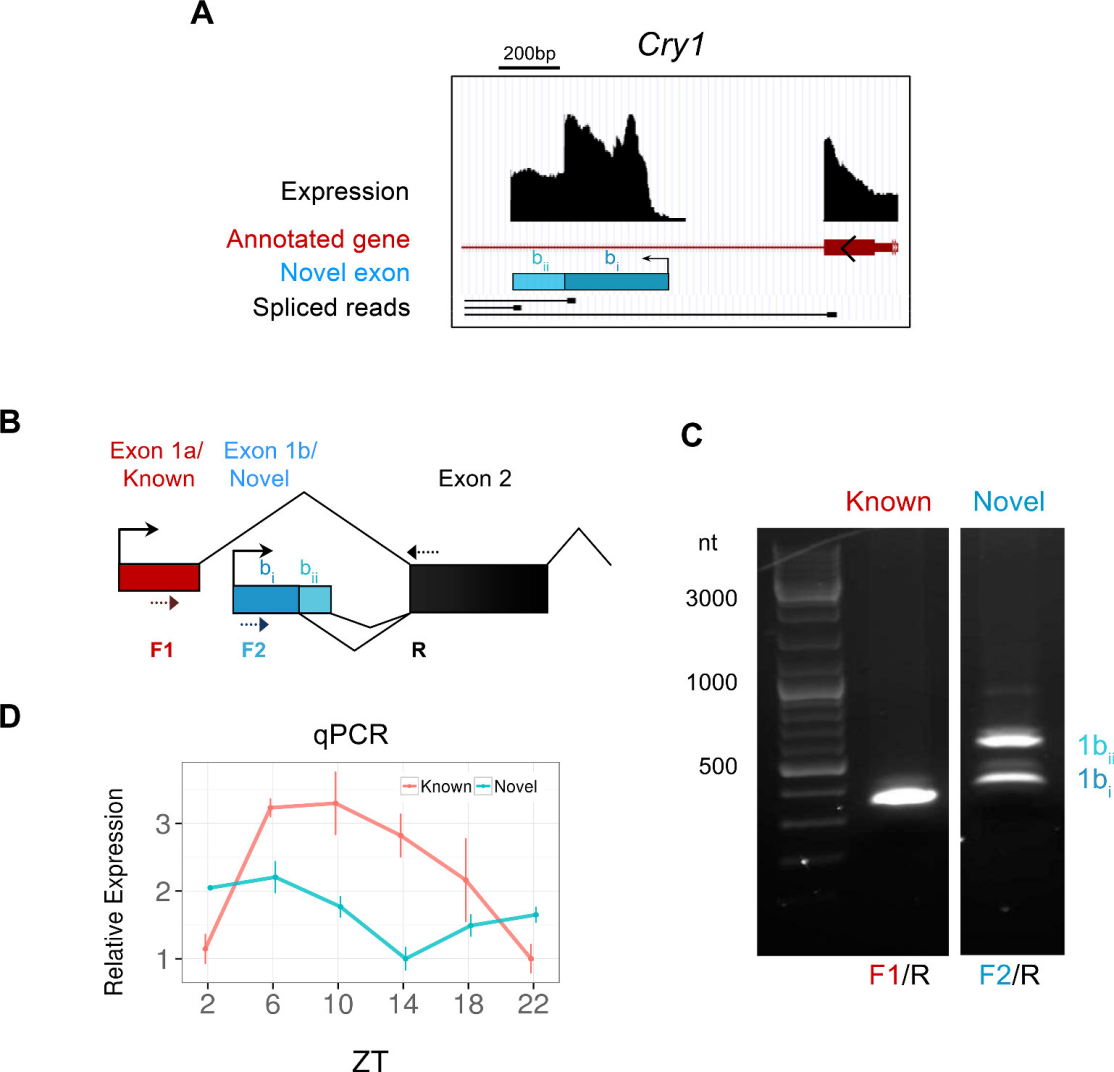
Identification of a novel antiphase *Cry1* isoform. (**A**) Genomic region of mouse chromosome 10 displaying the novel exon (blue bar) for the clock gene *Cry1*, which appears to represent an alternate transcriptional start sites (TSS). Peaks (black) signify total expression of the exon whereas representative RNA-seq spliced reads (black) indicate exonic splice junctions. (**B**) Schematic diagram showing the 5’ gene structure of the canonical (red) and novel (blue) *Cry1* isoforms. The novel exon (exon 1b) splices into the subsequent second exon using two different exon boundaries. Dotted arrows denote the position of PCR primers used to amplify *Cry1* by RT-PCR. (**C**) RT-PCR from SCN RNA at ZT6 confirms the presence of novel *Cry1* TSS capable of producing two different isoforms as labelled. The identity of all PCR products was confirmed by sequencing. (**D**) Quantitative polymerase chain reaction (qPCR) of the canonical and novel *Cry1* TSS show antiphase cycling expression (mean ± SD) patterns. **DOI:** http://dx.doi.org/10.7554/eLife.10518.010

In conclusion, this first temporal analysis of the SCN using RNA-sequencing reveals the presence of a twin-peaking transcriptional module with a suspected function in circadian control, and identifies thousands of novel transcripts, including a novel *Cry1* isoform, which may play important roles in SCN function.

## Materials and methods

### SCN RNA sample preparation

All animal experimentation has been approved by the UK Home Office and the University of Oxford Ethical Review Board. Male C3H/HeH mice at 10–12 weeks of age were group housed in light-tight chambers equipped with light emitting diode (LED) lighting at 150 lx at the cage floor. After 7 days of acclimatisation, mice were singly housed for 7 days prior to tissue harvesting. Brains were removed at one of six Zeitgeber times (ZT) and immediately frozen on dry ice in optimal cutting temperature (OCT) mounting media (VWR, Lutterworth, United Kingdom). Eighteen frozen coronal sections at 15 μM were cut spanning the entire rostral to caudal region of the SCN and mounted onto polyethylene naphthalate (PEN) slides (Carl Zeiss Ltd., Cambridge, United Kingdom). LCM was carried out from dehydrated, Nissl-stained sections using the PALM system (Carl Zeiss Ltd., Cambridge, United Kingdom) as previously described (Dulneva et al., 2015). Tissue from five animals was pooled to generate one biological replicate sample (15 mice in total were used per ZT) and total RNA was purified using the RNeasy micro kit (Qiagen, Manchester, United Kingdom). RNA quality was determined using an RNA Picochip (Agilent, Stockport, United Kingdom), with RNA Integrity Number (RIN) values over 8 for all samples and average yield of approximately 10 ng per replicate. Approximately 1 ng of RNA was amplified using the SMARTer protocol (Takata Clontech Bio Europe SAS, France), and the resulting libraries were 100-bp paired-end sequenced on the HiSeq (Illumina, Fulbourn, United Kingdom; Wellcome Trust Centre for Human Genetics Sequencing Core). The average read pair count obtained was ∼35 M per technical replicate (∼100 M per biological replicate).

### Acquisition of additional RNA-seq data sets

One SCN, six brain and five liver transcriptome datasets from six independent studies (GSE54124, GSE30352, GSE54652, GSE41637, GSE41338 and GSE36874) were downloaded from the Gene Expression Omnibus (GEO) database to allow comparison of expression between tissues. PCA revealed separation of datasets according to tissue rather than experimental factors (Figure 1—figure supplement 2A) suggesting negligible batch effects and therefore differences in expression are likely due to biological, rather than technical differences.

### Read processing and mapping

All sequencing data was processed as follows unless otherwise specified. To retain only high quality reads an in-house script was used to: (i) trim ends of reads with a Phred base quality score below 3, (ii) remove specified over-represented adapter or contaminating sequences, (iii) remove reads with a length below 50 bp (or 40 bp if initial sequencing length was shorter (Merkin et al., 2012; Barbosa-Morais et al., 2012) and (iv) remove any reads with an average Phred quality score below 30. Reads were multimapped against the Genomic Mapping and Alignment Program for mRNA and EST sequences (GMAP; version 2012-07-20; Wu and Watanabe, 2005) and processed mm10/GRCm38.70 reference genome using Genomic Short Nucleotide Alignment Program (GSNAP; Wu and Nacu, 2010) with the option to consider novel splice sites. Data are deposited in GEO accession number GSE72095. Further details of all genes surveyed are shown in Supplementary file 2.

### Identification of novel exons

De novo transcript assembly was conducted using cufflinks v2.0.2 (Trapnell et al., 2010) allowing identification of 6610 novel exons. These were required not to overlap but were within a 10-kb window of any feature in the most recent Ensembl or UCSC gene annotation sets. Of these exons, only those (i) with a reciprocal overlap of <25% with any retroposed pseudogene (ucscRetroAli6), (ii) with a reciprocal overlap of <50% with any transposable element, (iii) with over 20 spliced reads in the novel exon, (iv) with over 10 spliced reads per 100 bp of the novel exon, (v) with over 20 reads that splice into a known transcript and were (vi) shorter than 3000 bp, were retained providing a robust set of 1013 novel exons. Further details of all novel exons surveyed are shown in Supplementary file 4.

### Identification of lincRNAs

Identification of lincRNAs was conducted through the use of the CGAT NGS pipelines rnaseqtranscripts.py and rnaseqlncrna.py (Sims et al., 2014). The first pipeline identifies transfrags using cufflinks and retains those present in at least two samples. The second predicts lncRNAs by removing transfrags which overlap protein-coding exons. These lncRNAs are then assessed for coding potential using the coding potential calculator (CPC; Kong et al., 2007) and removed if annotated as ‘coding’ (CP score >1). Only the intergenic (>2 kb from any protein-coding gene), multiexonic lncRNAs with expression (≥1 read) in over six biological replicates were chosen for further investigation. Further details of all lincRNAs surveyed are shown in Supplementary files 3 and 5.

### Expression quantification

To determine the expression level for each gene in each sample, aligned reads were quantified using either HTSeq (version 0.5.4p1; Anders et al., 2015) or cuffNorm. Both methods used a GTF file generated from combining both the most recent Ensembl annotation and the identified set of lincRNAs. FPKM values were generated using cuffQuant and normalised with cuffNorm, whereas count tables were generated using HTseq and normalised using DESeq2 (Love et al., 2014).

### Identification of SCN enriched genes

To identify SCN enriched genes, genes were required to show significantly greater expression (q < 0.05, Benjamini–Hochberg) in the brain than in liver and significantly greater expression (q < 0.05, Benjamini–Hochberg) in both this study’s SCN dataset and the published SCN dataset (Azzi et al., 2014) relative to the brain using ANOVA in R. FPKM values were then averaged for each study and quantile normalised. Fold-change (FC) enrichment scores were calculated by averaging the FPKM values for each study for a particular tissue and then comparing this average to the mean FPKM value for another tissue. A gene was defined as being SCN enriched if it showed a threefold enrichment in the SCN over brain samples.

### Identification of fluctuating genes

The R packages JTK_CYCLE (v2.1; Hughes et al., 2010) and DESeq2 (v 1.6.3) were used together to identify genes whose expression significantly altered over time with a sinusoidal oscillatory pattern. DESeq2 was used to perform a likelihood ratio test to determine the genes whose expression significantly altered over time (q < 0.05, Benjamini–Hochberg) and the JTK_CYCLE was used to identify genes whose expression followed 24-hr periodic waveforms (q < 0.05, Bonferroni). To identify genes with non-sinusoidal oscillatory patterns, signed WGCNA (Langfelder and Horvath, 2008) was used to detect modules based upon gene coexpression. Modules were merged if their similarity was greater than 0.3 according to dendrogram height. Of the resultant 23 modules only the ‘lightsteelblue1’ module was investigated further because it was the only non-sinusoidal module whose expression pattern was not influenced by anomalous expression of a single sample at a particular timepoint. Genes of this module were defined as fluctuating if their expression significantly altered over time (q < 0.05, Benjamini–Hochberg; DESeq2).

### Gene-annotation enrichment analysis

Enrichment analysis was performed using the Database for Annotation, Visualization and Integrated Discovery (DAVID) Functional Annotation Tool v6.7 (Huang da et al., 2009). DAVID incorporates Fisher’s exact test and was used to determine significant (q < 0.05, Benjamini) GO terms and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways. GO terms were passed through REVIGO to prune redundant terms with a semantic similarity of 0.5, 0.7 or 0.9, depending on the length of the GO term (Supek et al., 2011). Mammalian Phenotype (MP) enrichment was determined using the Mouse Genome Informatics (MGI) database (Eppig et al., 2015).

### qRT-PCR and RT-PCR

For validation of results from RNA-seq, qRT-PCR was performed using the BioMark system (Fluidigm) as according to the two-step single-cell gene expression protocol using EvaGreen as described in the Real-Time PCR Analysis User Guide (PN 68000088, Fluidigm). For the process, 666 ng of starting RNA was used for each sample, which underwent 18 cycles of specific target amplification (STA) followed by a tenfold dilution. 

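Over the 18 biological replicates, the coefficient of variation of the CPM was between 10.7% (*Ankrd40*) and 21.3% (*Tsn*) for the 8 genes chosen from the sequencing data. Each gene was compared with the 500 tested genes nearest to it in mean expression, and the share of these with a lower coefficient of variation had a median of 0.8% over the 8 genes, which moved most with upper-quartile normalization, to 1.4%. The study chose the 8 genes for stable expression in these samples, so their low shares are not independent evidence. The share was 0% for *Ankrd40*, *Smarce1* and *Tpgs2*, and the highest were 14.6% for *Tsn* and 7.4% for *Sar1a*. For *Actb*, with 3269 CPM, the coefficient of variation was 22.6% and the share 17.6%. *Gapdh*, which overlaps *Iffo1* in the annotation, had 15.6 CPM, a coefficient of variation of 28.1% and a share of 8.6%. Whether all reads of *Gapdh* were counted on it was not tested. Its values describe the counted reads only, set against genes near 15.6 CPM. None of the 10 genes changed with time (q between 0.0519 for *Gapdh* and 0.696 for *Snrpn*), although at an unadjusted p under 0.05 3 of them would (*Gapdh*, *Tpgs2* and *Tsn*). *Smarce1* and *Tsn* passed JTK_CYCLE (p = 0.0319 and p = 0.0239, exact null distribution), but were not called cycling without a change with time.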

SCN CT values were normalised using the housekeeping genes *ActB, Gapdh* and eight genes which showed the most stable expression in the SCN according to sequencing data (*Ankrd40, Nkiras1, Sar1a, Smarce1, Snrpn, Tpgs2, Tsn* and *Ywhaz*). Primer sequences are listed in Supplementary file 1.

For RT-PCR of novel exons of *Cry1*, total RNA was purified from dissected SCN tissue and used to prepare cDNA (Revertaid, Fermentas). Primers representing previously annotated (5’ GTGAGGAGGTTTTCTTGGAAG 3’) and novel (5’ CTTCTAGGGAATTGCGACTG 3’) exons were used with a common reverse primer (5’ CTGGGAAATACATCAGCTGG 3’) to amplify products by RT-PCR followed by visualisation on an agarose gel and sequencing. The genomic coordinates of the novel exon are: chr10: 85,183,342 to 85,183,832 (mm10) with splicing into the following exon at 85,183,342 or 85,183,510.

### In situ hybridisation

Brains from male mice representing ZT6 were isolated as above and frozen sections at 15 μM were cut and mounted onto Superfrost slides (VWR). Regions of the selected transcripts were cloned into pCR4-TOPO (Life Technologies, Paisley, United Kingdom) for DIG-labelled riboprobe synthesis: *Avp* (1–490 bp of accession number NM_009732.1), *Vip* (191–715 bp of NM_011702.1), *Scg2* (844–1287 bp of NM_009129.1), *Grpr* (1287–1741 bp of NM_008177.1) and NONCO7761 (*3100003L05Rik;* 32–583 bp of NR_045907). Slide hybridisation and riboprobe detection was carried out as described previously (Chodroff et al., 2010).

How the deposited data were processed for this re-analysis (not part of the article)

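RNA from laser-captured mouse SCN was measured at 6 timepoints of a light/dark cycle, with 3 biological replicates per timepoint, each a pool of mice, and 3 sequencing lanes per replicate, which makes 54 lane samples and 18 replicates. No deposited sample column was left unused (0 columns). The authors trimmed and filtered the reads, aligned them with GSNAP to mm10, and counted them per gene with HTSeq on Ensembl genes combined with their lincRNAs. One deposited table holds read counts for 30031 genes, in whole numbers and without normalization, with the lanes of a replicate combined. Its header line holds 18 names and then an empty cell, so the names were read as those of the 18 columns after the gene identifiers. The other table deposited by the authors holds 31077 genes as normalized signal, the counts divided by one size factor per column (their methods name DESeq2), and 100% of its values in every column were whole multiples of one step, so whole reads could be recovered from it. The tables share 26118 genes, while 3913 are only among the counts and 4959 only among the normalized values. For ZT2, ZT14, ZT18 and ZT22, between 93.3% and 94.9% of the shared genes had identical reads in both tables, but for ZT6 and ZT10 only between 8.76% and 12.2% did, with a median log2 ratio of recovered to counted reads between -0.13 and -0.11 per replicate. Each of the 18 count columns shared the most identical reads with the column of the same name in the other table, although for ZT6 and ZT10 this rests on the lower shares, against at most 1.49% with any column of another name. The count table was used throughout, and the recovered reads as an alternative chosen after seeing the data. Both tables hold only Ensembl identifiers and none of the authors' own lincRNA identifiers (0 found), so the set of lincRNAs was not analysed here. Ensembl genes of the lincRNA type, 943 in the count table and 1337 in the other, were treated like any other gene, and the lincRNA *3100003L05Rik*, which the paper names, was taken from the recovered reads.

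The tests, thresholds, lists, alternatives and the rule for naming genes were set before the data were examined, except where a test or an alternative is said to have been chosen later. Genes with at least 1 read in more than 6 replicates were tested, which left 18941. edgeR 4.0.16 in R 4.3.3 gave TMM-normalized CPM (counts scaled to the library total), a quasi-likelihood F-test that the 6 timepoint means are equal, and tests of ZT14 against ZT18, ZT22 against ZT2 and ZT6 against ZT10, all from one fit to the 18 replicates with Benjamini–Hochberg adjustment and a threshold of 0.05. These 3 comparisons lie inside the clusters of libraries in the paper's PCA plot. DESeq2 1.42.0 (likelihood ratio and Wald tests) and cosinor regression served as alternatives. The cosinor regression was written in Python, with a moderated F-test after limma's method. JTK_CYCLE was written anew in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, for a period of 24 hr and 6 lags, with the exact null distribution of its statistic and a Bonferroni factor of 6. A gene was called cycling when it passed the time test and JTK_CYCLE, and its peak is the timepoint of the best lag. WGCNA and DAVID were not rerun. The result for 1 gene that the paper names is not reported here. A gene was called twin-peaking when it passed the time test and its highest means were those at ZT14 and ZT22, and the count was repeated for the 8 other pairs of timepoints that are not neighbours. Gene families were defined by symbol patterns and tested with Fisher's exact test (two-sided) among all tested genes. The test takes genes as independent, though genes of a family may move together over the same libraries. Symbols and positions come from GENCODE M21 on GRCm38, which gave a symbol to 97.2% of the gene identifiers. PCA used log2 CPM with a prior count of 2 and the 500 most variable genes, and the correlation of differences across genes used genes with a mean of at least 10 counts. Reference genes were compared with the 500 tested genes nearest in mean CPM.

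The genes named are the genes the paper names for a result from these libraries, and genes picked by a rule. Among cycling genes these are the 5 with the smallest JTK_CYCLE p (then time-test p) whose replicates at the highest and the lowest timepoint do not overlap. Among twin-peaking genes they are the 5 with the largest log2 difference of ZT14 and ZT22 from the other timepoints and with separated replicates for both ZT14 over ZT18 and ZT22 over ZT2. For each comparison inside a cluster they are up to 2 genes with the highest and up to 2 with the lowest log2 differences among those past the threshold without overlap. *Cacng8*, *Gstp1* and *Anp32b* were named after their values were seen. Lists of marker genes for oligodendrocytes, astrocytes, microglia, endothelial cells, SCN neurons, neighbouring hypothalamic neurons and telencephalic excitatory neurons were used to look for other cell types.

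The alternatives were DESeq2 in place of edgeR, DESeq2's size factors or upper-quartile normalization in place of TMM, filters of at least 10 counts in every replicate, of edgeR's filterByExpr and of at least 1 read in any replicate, the replicate letter as a block, each replicate left out in turn, a further Benjamini–Hochberg adjustment of JTK_CYCLE, cosinor regression in place of JTK_CYCLE, the authors' normalized values for JTK_CYCLE, and 3 other rules for twin peaks (local peaks of at least 0.2 on the log2 scale, a template correlation of at least 0.7, and both comparisons inside clusters at an unadjusted p under 0.05). Trends on GC content and transcript length were removed, libraries were thinned to 15412981 reads, and labels were split at random or permuted inside the clusters in the tests of the closing section.

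The procedure was tested on simulated data of 18787 genes with replicate spread like that of the libraries, in which 100 genes cycled and 100 had peaks at ZT14 and ZT22. Changes of a fixed size were planted, and only in genes above a limit on mean counts. The planted twin peaks were larger than the median log2 difference of 1.02 of the twin-peaking genes called here. Each gene was drawn on its own, without clusters of libraries or variation shared by replicates. The rates that follow hold for such data, not for weaker changes in these libraries. edgeR with JTK_CYCLE called 73 of the 100 cycling genes, 72 with the right peak, and 77 of the 100 twin-peaking genes, while 8 of 18587 unchanged genes passed the time test, 1 was called cycling and 2 twin-peaking. With DESeq2, 85 and 89 of the simulated genes were called, and 156 unchanged genes passed the time test. A trend on transcript length added to other simulated data made 1629 of 18715 unchanged genes pass the time test, and 0 after the trend was removed.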

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

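Among the tests given here, those on the counting of the ZT6 and ZT10 libraries, on the orders of the timepoints, on single non-neuronal cell types, on equal depth without single replicates and on labels permuted inside the clusters were chosen only after the result was seen.

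Within the clusters of 6 libraries, 3 of 42 groups of values had a library far from the others (by Dixon's ratio of gap to range), where chance gives 2.1. The total of ZT2 replicate A, 17740695 counts, was far below the other ZT22 and ZT2 libraries, and that of ZT18 replicate C, 15412981, far below the other ZT14 and ZT18 libraries. On PC3, ZT6 replicate C had 25.8 where the next library of ZT6 and ZT10 had -2.57. With every library thinned to the smallest total, ZT14 and ZT18 differed at 106 genes, and at 0 without ZT18 replicate C (2094 at an unadjusted p under 0.05), which argues against its lower depth as the cause of the low count without it. No biological explanation was tested for single replicates, since the design gives none.

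The number of genes that differed between ZT14 and ZT18 fell from 108 to 0 without ZT18 replicate C, without ZT18 replicate B or without ZT14 replicate A (2112, 2642 and 1899 genes at an unadjusted p under 0.05). It was 1 without ZT14 replicate B and 2 without ZT14 replicate C, and rose to 225 without ZT6 replicate C. A mislabelled ZT18 replicate C stays open for the fall without it, while the other falls came in fits that kept it. Its correlation was highest with the other ZT18 libraries, 0.146, against 0.107 with ZT14 and 0.0939 with ZT6, but 10 of the 18 libraries had their highest correlation with their own timepoint, and ZT18 replicates A and B had theirs with ZT14 (0.373 and 0.310). Another cell type in ZT18 replicate C stays open as well, since the markers of telencephalic excitatory neurons were higher there than in replicates A and B by a log2 of 1.27, while the largest such difference of a library of another timepoint was 1.39 in size. A trend on GC content and transcript length remains a candidate explanation, since 1 gene was left once each library's trend was removed. Of the 10 splits of the 6 libraries, only the real one gave as many genes (the highest other split gave 2), which is the smallest share that 10 splits can give. For ZT22 and ZT2, 2 of 10 splits gave as many genes and another split gave 46, and for ZT6 and ZT10 1 of 10 did and the highest other split gave 1. Another grouping of the 6 libraries thus gave as many genes for ZT22 and ZT2, and none did for the other pairs. No share under 0.1 is possible with 10 splits, so these shares cannot pass a threshold of 0.05. Permutations of labels inside all clusters at once, of which 2, 8 and 2 of 100 gave as many genes for the 3 pairs, hold the same 10 splits of each pair, and with the real split of ZT14 and ZT18 kept they gave between 0 and 120 genes (13 permutations), so they add no finer share. The difference in time of day stays open as a biological explanation.

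Differences over time lay between the 3 clusters of libraries, with 10228 genes between and 22 within them. Library depth is argued against by the 10011 genes left after thinning, a trend on GC content and transcript length by the 9491 left after its removal, and a few abundant genes by the 10335 left without mitochondrial genes and the 10 genes with most counts. The counting of the ZT6 and ZT10 libraries is argued against as the whole cause, since 6257 genes differed between ZT14 with ZT18 and ZT22 with ZT2 after thinning. Smooth 24-hr rhythms alone are argued against, since counts simulated from each gene's fitted cosine gave 2135 genes within clusters. A lower share of neurons, with all other cells raised alike, is argued against, since astrocyte and oligodendrocyte markers moved apart by a log2 of 1.42 (0.45 and -0.97, against a spread of 0.44) between ZT22 with ZT2 and ZT14 with ZT18. A changed share of single cell types stays open. Oligodendrocyte markers were higher at ZT14 and ZT18 by a log2 of 0.97 than at ZT6 and ZT10 (spread 0.33), and astrocyte markers were higher at ZT22 and ZT2 by 0.86 than at ZT6 and ZT10 (spread 0.17), which regulation in these cells would also give. Oligodendrocytes are argued against for ZT6 and ZT10 against ZT22 and ZT2, where their markers differed by -0.01 (spread 0.37) while at least 4995 genes differed between each pair of timepoints. Sequencing batch stays open, since 0 timepoints had libraries in more than 1 cluster, and batch and time of day cannot be told apart between clusters.

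The count of 5670 cycling genes may rest on the clusters more than on the order inside them, as the orders that keep each cluster together gave at least 5270 genes. Of 100 permutations of labels inside each cluster, the real labels included, 9 gave as many cycling genes (the others between 4817 and 5943, with a median of 5295), 2 as many with a peak at ZT14 and 1 as many changing with time (the others between 6626 and 8337). Of 100 random splits of the 18 libraries into 6 groups, 1, the real one, gave as many genes changing with time, cycling, cycling with a peak at ZT14 or twin-peaking. These splits break up the clusters, and the others gave at most 1 gene changing with time and 0 cycling or twin-peaking genes, so they say nothing about timepoints inside a cluster.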

How the results depend on the processing

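The reads recovered from the normalized values are an alternative chosen after seeing the data, as are the fits of these reads without single replicates for *3100003L05Rik*, and no other was. The number of genes changing with time stayed between 7786 and 10042 over the other tests, normalizations, filters and the replicate block, and between 7456 and 9129 with single replicates left out, and the cycling count, the count peaking at ZT14 and the twin-peaking count stayed within 1.5 times of their values under another test, normalization or filter. A further Benjamini–Hochberg adjustment of JTK_CYCLE gave 3672 cycling genes. The twin-peaking count was 105 with a template correlation of at least 0.7 and 114 with both comparisons inside clusters, each calling 5 of the 17 twin-peaking genes tested by qPCR.

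The comparisons inside clusters moved most. ZT14 against ZT18 gave 842 genes with DESeq2, 71 with upper-quartile normalization, 245 with at least 10 counts in every replicate and from 0 to 225 across the 18 fits that each left out one replicate. ZT22 against ZT2 gave 42 with DESeq2, 10 with DESeq2's size factors, 16 with at least 10 counts, 14 with at least 1 read in any replicate and from 1 to 17 with one replicate left out. ZT6 against ZT10 gave 244 with DESeq2, 4 with at least 10 counts, 16 with at least 1 read in any replicate, 2 with the replicate block and from 2 to 50 with one replicate left out. The correlation of ZT14 minus ZT18 with ZT22 minus ZT2 was 0.189 with at least 10 counts and from 0.064 to 0.154 with one replicate left out. The cause of these changes was not tested. On simulated data DESeq2 passed 156 unchanged genes where edgeR passed 8.

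PC1 held 27.9% of the variance over all tested genes and 65.8% after the variance-stabilizing transformation. The odds ratio of GABA-A receptors among twin-peaking genes was 3.23 with DESeq2, 5.88 with at least 10 counts and 4.33 with upper-quartile normalization, none past the threshold. That of the respiratory chain among cycling genes was 1.37 with at least 10 counts, no longer past it. The odds ratio of actin genes among those peaking at ZT14 was 0.945 with DESeq2, and that of ionotropic glutamate receptors among twin-peaking genes 0 with at least 10 counts, both in the other direction. Neither passed the threshold with DESeq2, at least 10 counts or upper-quartile normalization, the alternatives run for gene families. For the reference genes, the median share of similar genes with a lower coefficient of variation was 1.4% with upper-quartile normalization. Of 57 results for single named genes, 46 had the same call with DESeq2, DESeq2's size factors, at least 10 counts in every replicate (43 of the 57 tested), the replicate block and the recovered reads, 9 lost it under at least 1 of these and 2 gained one. Across the 18 fits that each left out one replicate, 34 of the 57 had the same call in all, 18 lost it in at least 1 fit and 5 gained one in at least 1. With the recovered reads, the counts were 9367 genes changing with time, 6359 cycling and 420 twin-peaking. The replicate letters did not pair the libraries (median correlation of deviations over 45 pairs with the same letter -0.002). The lincRNA results (fluctuating and twin-peaking lincRNAs, and their expression against that of genes) and their alternatives were not run, since neither table holds the authors' lincRNA identifiers.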

Differences from the paper's values

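The numbers of genes tested, cycling, cycling with a peak at ZT14 and twin-peaking, the share of tested genes that cycle, the number of clock genes cycling, the number of twin-peaking genes among those tested by qPCR, and the shares of PC1 and PC2 lie within 1.5 times of the paper's. The paper's WGCNA module, SCN-enriched genes, comparison with other tissues, set of lincRNAs and unannotated exons were not recomputed. The genes and directions below differ from what the paper states.

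The paper describes the genes tested by qPCR in Figure 1—figure supplement 1E as twin-peaking, and 12 of these 17 met the rule here. *Cpne4* met it without ZT14 replicate A, *Gria3* without ZT2 replicate A or with the rule of local peaks, *Grin2b* without ZT2 replicate B, without ZT14 replicate C or with local peaks, and *Kcnma1* with local peaks, all set before the data were examined. No setting called *Npy2r*, whose mean was 3.74 CPM at ZT14 and 4.76 CPM at ZT18. With local peaks 14 of the 17 genes were called. Among the genes of the phase shifting pathway that the paper marks as twin-peaking, *Grin2b* and *Nos1* were not called, and no setting called *Nos1* (time q = 0.262).

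The paper names *Nts* among its cycling genes, and here its time test gave q = 0.0646. DESeq2, DESeq2's size factors, upper-quartile normalization, the filters of at least 10 counts in every replicate and of at least 1 read in any replicate, the replicate block, and leaving out ZT10 replicate B or ZT10 replicate C called it cycling. The legend of the paper's Figure 1A places the peaks of the cycling clock genes at the expected timepoints, marked for *Rorb* at ZT6, and here *Rorb* had its highest mean at ZT2, 1118 CPM, against 480.4 CPM at ZT6, as the heatmap itself shows.

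The paper names *3100003L05Rik* among its fluctuating lincRNAs, and here its time test on the recovered reads gave q = 0.182. DESeq2, the paper's test, was not run on these reads. Leaving out ZT18 replicate C, chosen after seeing the data, gave q = 0.0131 and a JTK_CYCLE p of 0.506. By qPCR the paper reports peaks at both ZT6 and ZT18. JTK_CYCLE looks for a 24-hr cosine, which that pattern is not, so its p does not speak against it. No other left-out replicate brought q under 0.05, though the JTK_CYCLE p was 0.0138 without ZT18 replicate A and 0.0269 without ZT18 replicate B. The paper describes the twin-peaking genes of its module as low at the other timepoints. Here the 408 genes that met the rule had a median log2 level at ZT2 of 0.19 above each gene's mean over the timepoints. The rule sets no limit on the next highest timepoint, and the 408 genes were not compared with the paper's list. A different set of genes may thus account for this difference. Actin genes, which the paper finds among terms for genes peaking at ZT14, were not over-represented by symbol (odds ratio 1.48, Fisher's exact p = 0.396). No setting run for gene families (DESeq2, at least 10 counts in every replicate, upper-quartile normalization) gave a p under the threshold. PC1 held 42.1% and PC2 14.5% of the variance, against about 57% and about 17% in Figure 1—figure supplement 1B, read by eye.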

Other observations

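The tests on the stretches of neighbouring genes, on genes over 8-fold apart, on the correlation with labels permuted inside clusters and on other pairs of timepoints after removal of a trend were chosen only after the result was seen.

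The correlation between ZT14 minus ZT18 and ZT22 minus ZT2 was 0.112, and of 100 permutations of labels inside each cluster, the real labels included, 4 had an r at least as large (median -0.01, highest 0.174). Computed from timepoint means it was 0.126, and the other pairs of differences inside clusters gave -0.0804 (ZT14 minus ZT18 with ZT6 minus ZT10) and -0.123 (ZT22 minus ZT2 with ZT6 minus ZT10). Whether any pairing of timepoints would give as much stays open. Of 45 pairs of differences that share no timepoint, 25 had a correlation of at least 0.126 in size, the tested pair included, and 27 of 100 random splits of the libraries had an r at least as large as the real one, but 3 of the 45 pairs lie inside the clusters, and the other pairs and the random splits cross them. Noise in unchanged genes is argued against by an r of 0.0174 in simulated unchanged genes, 24-hr rhythms by -0.23 in counts simulated from cosines, a trend on GC content and transcript length by 0.104 once both were regressed out, and an axis of variation shared by replicates (23.3% of their deviations) by 0.110 once it was removed. Genes are not independent replicates.

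More genes were highest at ZT14 and ZT22 than at any other pair of timepoints that are not neighbours. Labels inside the clusters are argued against, since 2 of 100 permutations of labels inside each cluster, the real labels included, gave as many genes (median 125, highest 459). A trend on GC content and transcript length remains a candidate explanation, since after its removal 342 genes were highest at ZT14 and ZT22, 189 of them among the 408, and ZT10 and ZT18 had more, 373. Another cell type in the libraries remains a candidate explanation as well. The markers of telencephalic excitatory neurons had a median log2 difference of 1.60 between ZT14 with ZT22 and the other timepoints, against 1.02 for the twin-peaking genes, and 4 of the 6 markers were twin-peaking (Fisher's exact p = 3.1e-06), 2 of which (*Slc17a7* and *Camk2a*) the study named. The most abundant of them, *Camk2a*, had a mean of 421.9 CPM. The other lists had medians of 0.44 (oligodendrocytes, most abundant *Mbp* with 1768 CPM), 0.32 (microglia, *P2ry12* 63.7), 0.21 (astrocytes, *Slc1a3* 1349), 0.19 (neighbouring hypothalamic neurons, 9 of 10 tested, *Sst* 105.3), -0.10 (endothelial cells, *Ly6c1* 84.8) and -0.98 (SCN neurons, *Vip* 1855), and none of their genes was twin-peaking. All 6 telencephalic markers had reads in these libraries, so the SCN itself may express them. Within timepoints, the 4 telencephalic markers that the study did not name went with 392 twin-peaking genes over the 18 libraries with an r of 0.542 (permutation p = 0.053) and a rho of 0.368 (permutation p = 0.22), and with an r of 0.635 without ZT18 replicate A and ZT6 replicate C. None of 1000 random lists reached this r (highest 0.221). Telencephalic neurons that differ between replicates cannot be told apart from expression in the SCN, because the permutation p stays above 0.05 and the markers have no level known for the SCN alone. The time of day stays open as a biological explanation.

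At ZT6 and ZT10, 24 neighbouring genes in 3 stretches on chromosomes 19, 4 and 7 had almost no reads. Their median highest count there was 3 in the recovered reads, against a median lowest count of 121.5 elsewhere. Of the expressed neighbours outside, 20 of 20 were at most 8-fold lower. For those at the edge this follows from the definition of a stretch as a run of genes over 8-fold lower. *Gstp1* had 0.284 CPM at ZT6 and ZT10 and 421.5 CPM at the others. A stretch of 6 genes on chromosome 9 was also lower at ZT6 and ZT10 (median 0.303 CPM, against 3.29 at the others) but is left out of these tests, since it was lower at 5 pairs of timepoints. Chance placement is argued against, since the longest run in 1000 shuffles of positions held 3 genes, against 13 on chromosome 19. Stretches left out when the ZT6 and ZT10 reads were mapped stay open. Of 3 genes outside that share sequence with genes inside, 1 was higher at ZT6 and ZT10 (*Anp32b*, log2 ratio 0.43). The median log2 ratio was -1.18, and 3 genes are too few to decide. A variant in the animals stays open as well, since the labels name 1 strain for all libraries and no genotypes were used here. Mapping, a variant and time of day cannot be told apart with these tables.

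Between a cluster and the others, 788 genes were more than 8-fold apart. Of these, 420 were lower and 40 higher at ZT22 and ZT2, 205 and 108 at ZT6 and ZT10, and 72 and 113 at ZT14 and ZT18. The counts per cluster add up to more than 788, as a gene may be counted under several clusters. The 12 pairs of timepoints from different clusters gave between 47 and 94 lower and between 7 and 42 higher. Reads shared between genes and processed pseudogenes may contribute, since processed pseudogenes were 25.5% of these genes (201) and 7.19% of the expressed genes (odds ratio 5.14, Fisher's exact p = 3.2e-61). GC content may contribute as well, since the genes lower at ZT22 and ZT2 had a median GC content of 56.3%, outside the 48.4% to 51.6% of random lists of the same mean expression. Time of day stays open as a biological explanation. Mitochondrial genes took between 6.57% and 10.3% of the counts at ZT6 and ZT10, between 2.96% and 4.83% at ZT22 and ZT2 and between 2.75% and 6.86% at ZT14 and ZT18.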
